# An Orthologous Epigenetic Gene Expression Signature Derived from Differentiating Embryonic Stem Cells Identifies Regulators of Cardiogenesis

**DOI:** 10.1371/journal.pone.0141066

**Published:** 2015-10-20

**Authors:** Brian W. Busser, Yongshun Lin, Yanqin Yang, Jun Zhu, Guokai Chen, Alan M. Michelson

## Abstract

Here we used predictive gene expression signatures within a multi-species framework to identify the genes that underlie cardiac cell fate decisions in differentiating embryonic stem cells. We show that the overlapping orthologous mouse and human genes are the most accurate candidate cardiogenic genes as these genes identified the most conserved developmental pathways that characterize the cardiac lineage. An RNAi-based screen of the candidate genes in *Drosophila* uncovered numerous novel cardiogenic genes. shRNA knockdown combined with transcriptome profiling of the newly-identified transcription factors zinc finger protein 503 and zinc finger E-box binding homeobox 2 and the well-known cardiac regulatory factor NK2 homeobox 5 revealed that zinc finger E-box binding homeobox 2 activates terminal differentiation genes required for cardiomyocyte structure and function whereas zinc finger protein 503 and NK2 homeobox 5 are required for specification of the cardiac lineage. We further demonstrated that an essential role of NK2 homeobox 5 and zinc finger protein 503 in specification of the cardiac lineage is the repression of gene expression programs characteristic of alternative cell fates. Collectively, these results show that orthologous gene expression signatures can be used to identify conserved cardiogenic pathways.

## Introduction

The post-translational covalent modifications of the histone proteins that comprise the nucleosome have been shown to be associated with either transcriptional activation or repression [1]. Recently, numerous studies have shown that the distribution of the epigenetic modifications of the histone proteins can be used as predictors of *cis* regulatory element (CRE) activity [2].

Embryonic stem cells (ESCs) can be differentiated into numerous distinct cell types *in vitro* including cardiovascular cells [3]. This finding has provided applications in regenerative medicine and serves as an experimental system for studying human developmental mechanisms. In fact, the directed differentiation of ESCs along the cardiac lineage recapitulates aspects of embryonic development with the stereotyped appearance of precursor and differentiated cell populations having distinctive markers. Further, these cell populations are easily accessed for epigenomic and transcriptomic analyses and genetic manipulation. Recent studies have taken advantage of these attributes to characterize the histone mark distribution and expression profiles of differentiating human and mouse ESCs to uncover the CREs and transcript patterns that characterize the mammalian cardiac lineage [4,5].

Here we used a predictive multi-species epigenetic signature of differentiating mouse and human ESCs along the cardiac lineage in combination with an RNAi-based screen in *Drosophila* and shRNA knockdown and transcriptome profiling to identify and characterize novel cardiogenic genes. We show previously uncharacterized roles for the transcription factors (TFs) zinc finger protein 503 (ZNF503), zinc finger E-box binding homeobox 2 (ZEB2) and NK2 homeobox 5 (NKX2-5) in the specification and differentiation of the mammalian cardiac lineage.

## Materials and Methods

### Analysis of ChIP experiments

The coordinates of genomic regions defined as enriched for a particular histone modification were identified using MACS by comparing to input sequence with default parameters, and were required to be identified in the replicate ChIP-seq experiments (with at least 100 bp overlap) [6]. Genomic regions were considered enriched for multiple histone modification if at least 100 bp of these sequences overlapped. For human candidate genes, regions marked by H3K27me3 at the ESC state followed by H3K4me3 and H3K36me3 as either a tripotential cardiovascular progenitor or a committed cardiovascular cell were identified and for mouse candidate genes, regions marked by H3K4me1 and H3K27me3 at the ESC state and H3K4me1 and H3K27ac as a CP were identified. These CREs were annotated to genes using GREAT with standard parameters [7]. CREs were associated with its appropriate target gene if one of its neighbors showed increased expression of at least 2-fold from the ESC state to the cardiac precursor state using previously analyzed expression profiles [4,5]. Over-represented GO categories were identified with FuncAssociate2.0 and standard parameters [8]. Orthologous gene predictions were performed using DIOPT [9]. Pathway enrichment analysis was performed using Reactome [10].

### Maintenance of Human Embryonic Stem Cells and Cardiovascular Directed Differentiation

H1 embryonic stem cells (WA01, US National Institute of Health (NIH), human ESC registry no. 0043) were grown on matrigel-coated plates (10 μg/cm^2^) in E8 media (Essential 8 Medium, Life Technologies) which was changed daily and passaged with 0.5 mM EDTA in PBS plus 0.45% NaCl according to published procedures [11,12]. Differentiation of H1 ESCS along the cardiac lineage was performed in E8 basal medium in a protocol modified from a previous study [13]. Briefly, H1 ESCs were grown to ~80% confluence in E8 media. The entire time course of differentiation was performed in differentiation basal medium (E8 medium (minus FGF2, TGFβ and insulin), 1X Chemically Defined Lipid Concentrate (Life Technologies) and 1X Pen-Strep (Life Technologies)). Cardiac lineage differentiation was induced first with the addition of GSK3β inhibitor CHIR99021 (5 μM, Tocris) for the first 24 hours followed by days 2 through 5 the Wnt inhibitor IWP2 (3 μM, Tocris). Insulin (20 μg/ml, Sigma) was added at day 7 to maintain cardiomyocytes (CMs).

### shRNA knockdown

The production of lentivirus for shRNA transformation of human ESCs followed standard procedures (http://dharmacon.gelifesciences.com/shrna/gipz-lentiviral-shrna/). Virus was produced in 293T cells and used to infect H1 ESCs (O/N), cells were allowed to recover followed by selection with puromycin (1 μg/ml, O/N). Five shRNA knockdown vectors for each gene were tested using GIPZ Lentiviral shRNA (GE Healthcare). The shRNA line with the best knockdown efficiency as determined by real-time PCR was used for all future differentiations. Cells infected with lentiviral shRNAs targeting GFP or empty vector were used for WT human ESCs.

### Flow Cytometry

Cells were singularized using TrypLE (Invitrogen), fixed in 1% paraformaldehyde (20 min.) and stained in PBS plus 0.5% BSA and 0.1% Triton-X-100 [14]. cTnT antibody (Lab Vision, ms-295-p1) was used at 1:200 and detected with Ax488 Goat anti-Mouse IgG (Life Technologies) diluted to 1:1000. Viability was assessed with Fixable Viability Dye (eBioscience). Data was collected on a BD LSRFortressa and analyzed with BD FACSDiva Software.

### Transcriptomic analyses

RNA was isolated from cells with Trizol followed by removal of contaminating genomic DNA by TURBO DNA-free kit (Life Technologies). For real-time PCR assays, cDNA was prepared with Maxima RT (Thermo Scientific) and random pentadecamers (Operon). SYBR Green PCR master mix (Applied Biosystems) was used for real-time PCR. For RNA-seq, two samples for both WT and each shRNA knockdown condition were isolated at days 0, 2, and 6, and two (NKX2-5 shRNA) or four (WT and ZEB2 shRNA) samples were isolated at day 10 following directed differentiation along the cardiac lineage. RIN scores varied from 7.5 to 8.3 for all samples except those from day 10 ZNF503 shRNA cells (Agilent 2100 Bioanalyzer). Library preparation was performed with 1 μg of DNA-free RNA using TruSeq Stranded Total RNA Library Prep Kit (Illumina). The resulting libraries were sequenced on an Illumina HiSeq2500 platform. The paired-end raw reads were mapped to the human genome (hg19, GRCh37) by Tophat 2.0.14 (bowtie v2.2.1.0, samtools v0.1.19.0) allowing 2 mismatches and 1 best hit (http://ccb.jhu.edu/software/tophat/index.shtml). We counted the mapped reads in individual refSeq gene region of each sample using RSeQC v2.6.1 (http://rseqc.sourceforge.net/). Read coverage for all samples (excluding the discarded ZNF503 shRNA day 10 samples) averaged 48.7 +/- 5.7 for exons, 37.1 +/- 4.7 for introns, 12.8 +/- 2.4 for intergenic sequences and 1.3 +/- 0.11 for partial sequences. The R Bioconductor edgeR package was used to normalize raw reads and compare the difference between WT and shRNA knockdown conditions at a single time point as well as WT at day 0 compared to day 2, 6 or 10. The differentially expressed genes were selected by fold change and false discovery rate (FDR): day 0 (2-fold changes with 10% FDR), day 2 (4-fold changes with 10% FDR), day 6 (8-fold changes with 1% FDR) and day 10 (8-fold changes with 1% FDR). All differentially-expressed genes across all conditions were clustered using k-means clustering and visualized using Java TreeView (http://jtreeview.sourceforge.net/). All samples (either 2 or 4 replicates) were used to define differentially-expressed genes while only 2 replicates were used in clustering for clarity of presentation. The raw reads from the RNA-seq data were deposited to NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo) under accession # GSE69618. The following real-time PCR primers were used: POU5F1 (GAGAAGGATGTGGTCCGAGT, GTGCATAGTCGCTGCTTGAT), NANOG (CCACTCCTGGAACACTCAGA, CATGCAGGACTGCAGAGATT), MIXL1 (CCCTCTTCCAGGTATGGTTC, GGAAGGATTTCCCACTCTGA), GATA4 (TACCACAAGATGAACGGCAT, GTCTGGCAGTTGGCACAG), NKX2-5 (AGGCGCAGGTCTATGAGC, GTGGACGTGAGTTTCAGCAC), TBX5 (TTCTGCACTCACGTCTTTCC, TGGCAAAGGGATTATTCTCA), MEF2C (GGACAAGGAATGGGAGGATA, CGGTGTTAAACCCAGACAGA), MYL7 (TGAACAAGCCCAGATACAGG, TGGGAGTAGGTCTCCCTCAGO), TNNT2 (ATTCTGGCTGAGAGGAGGAA, CTGCAGGTCGAACTTCTCTG), MYH6 (CCTTTGACATTCGCACTGAG, AACACCTGGTCCTCCTTCAC), MYH7 (CTGCTCTGGAGGCCTTTG, TGTCTGCAGATGCCAACTTT), ZNF503 (TCGCTTTCTGCCCTAAGAAG, CCGGAGCTATTTCCAGAGAG), ZEB2 (TTTCCTGCCCTCTCTGTAGC, ACTTGCGATTACCTGCTCCT) and GAPDH (CGTCTTCACCACCATGGAGA, CGGCCATCACGCCACAGTTT).

### Drosophila

Embryos were collected by crossing UAS-RNAi lines from the TRiP at Harvard Medical School and the VDRC [15,16] to flies expressing TinD-GAL4 and Hand-GAL4 [17,18]. The efficiency of RNAi knockdown was enhanced by both collecting embryos at 29°C and using UAS-dcr2. Embryo collections, fixation and antibody stains followed standard procedures [19–23]. The Zfh1 antibody was used at 1:1500 and was provided by J. Skeath (Washington University, St Louis, MO) and the Tin antibody was created according to previously published procedures and used at 1:500 [18].

## Results and Discussion

### A predictive orthologous chromatin and gene expression signature of differentiating ESCs

Previous studies used the distribution of histone marks and gene expression profiles of differentiating ESCs to identify the CREs and expression patterns that characterize the mouse and human cardiac lineage [4,5]. Here we used these findings to generate a predictive gene expression signature of candidate cardiogenic genes to identify the developmental pathways required for differentiation along the cardiac lineage.

A study by Murry and colleagues used chromatin immunoprecipitation with massively parallel sequencing (ChIP-seq) to identify trimethylation of lysine 4 on histone 3 (H3K4me3), trimethylation of lysine 27 on histone 3 (H3K27me3) and trimethylation of lysine 36 on histone 3 (H3K36me3) in differentiating human ESCs [4]. H3K4me3 is enriched near transcriptional start sites whereas H3K27me3 and H3K36me3 are marks of repressed and active genes, respectively [1]. To identify human cardiogenic genes, we reasoned that such genes will show marks of repression at the ESC state as evidenced by labeling with H3K27me3, and marks of activation when pluripotent cells become restricted as cardiac precursor cells (CPs), as detected by the presence of H3K4me3 and H3K36me3. In addition, expression of these genes should increase as the pluripotent embryonic cells differentiate into CPs (see Materials and Methods). All genes that showed this gene expression signature were identified, with a representative example (the well-known cardiac regulatory factor, NKX2-5) shown in Fig 1A. Additional examples of previously uncharacterized cardiogenic genes are shown in S1 Fig. In total, this approach identified 298 potential human cardiogenic genes. Moreover, GO analysis of these genes revealed enrichment for functions associated with signaling, transcription and cardiac development and specification (S1 Table). Furthermore, in agreement with a preceding study [4], we show that genes identified by a combination of predictive histone mark distributions and appropriate gene expression changes are more often associated with upstream regulatory functions (e.g., signaling and transcription) as well as cell fate specification and cardiac differentiation functions as compared to those identified solely with a predictive histone mark profile (data not shown). This result underscores the utility of combining epigenetic and gene expression data in identifying the regulatory genes critical for orchestrating cell fate decisions. In total, an epigenetic and gene expression signature of differentiating ESCs reliably identified numerous regulators of human cardiac lineage specification.

**Fig 1:**
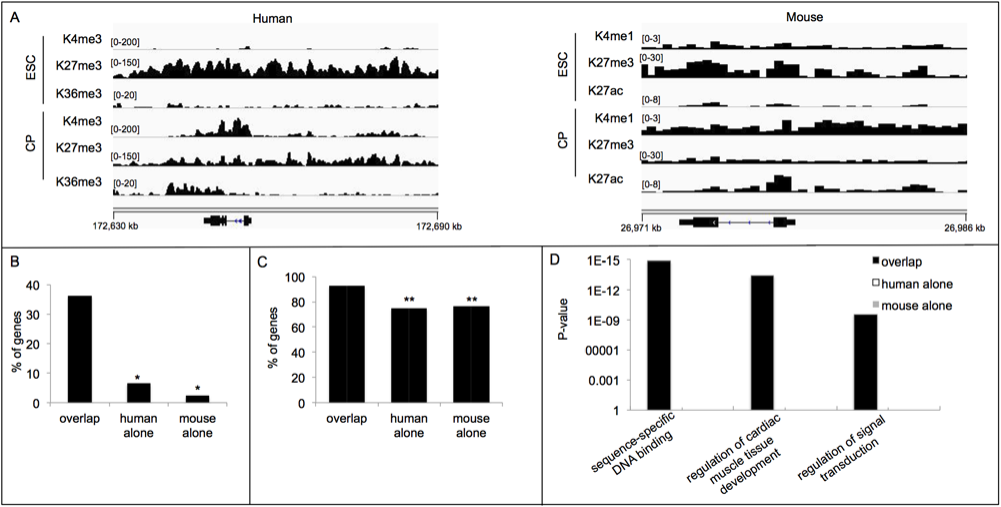
A multi-species epigenetic and gene expression signature identifies candidate cardiogenic genes. (A) The distribution of the indicated histone modifications to the genomic region of the mouse and human NKX2-5 gene at the ESC or CP state. Genomic coordinates are indicated for human chromosome 5 (hg19) and mouse chromosome 17 (mm9). Brackets indicate scale of peak. (B) Percentage of indicated genes known to regulate mammalian cardiogenesis. (C) Percentage of indicated cardiogenic genes conserved in *Drosophila*. (D) Enriched GO categories associated with the indicated genes. * p < 0.0001; **p < 0.0005.

In a related study, Bruneau and his colleagues used expression profiling and ChIP-seq to identify monomethylation of lysine 4 on histone 3 (H3K4me1), acetylation of lysine 27 on histone 3 (H3K27ac) along with H3K27me3 and H3K4me3 of differentiating mouse ESCs along the cardiac lineage [5]. H3K4me1 is generally associated with enhancer sequences and H3K27ac is associated with active promoters and enhancers. Because of the selective regulation of gene expression by enhancers [24,25], we reasoned that enhancers showing signs of repression in ESCs followed by activation during specification of the cardiac lineage would be an ideal indicator of critical cardiogenic genes. To identify such CREs, we identified all genomic regions that were marked with H3K4me1 and H3K27me3 at the ESC stage and H3K4me1 and H3K27ac at the CP stage. In addition, we associated an enhancer to its regulated target gene by identifying the neighboring gene that increased expression as a CP from the ESC state (see Materials and Methods). In total, this approach identified 477 candidate mouse cardiogenic genes, with a representative example shown in Fig 1A. Similar to the human signature, this approach identified genes enriched for signaling, transcription and cardiac development and specification functions (S1 Table). In total, these studies confirm that an epigenetic and gene expression signature can identify regulators of mouse cardiac lineage specification in differentiating ESCs.

### Predicted cardiogenic genes shared by human and mouse are the most accurate candidates for having cardiac regulatory activity

The preceding epigenetic and gene expression signature identified hundreds of mammalian cardiogenic genes. To identify the functions of these candidate genes, we first identified the orthologous genes shared by human and mouse. This analysis identified 200 genes unique to the human signature, 379 unique to the mouse signature with 98 overlapping candidate genes (S1 Table). We examined if loss-of-function (LOF) mutations in these genes have been previously described to play a role in mouse cardiovascular development [26]. This analysis revealed that the overlapping human and mouse candidate genes were most often associated with cardiovascular phenotypes in the mouse heart (Fig 1B). In addition, as key regulatory genes are more often conserved, we examined if these candidate genes are conserved at a further evolutionary distance by identifying their orthologs in the genome of *Drosophila melanogaster*. This analysis again revealed that the overlapping mouse and human candidate genes were more often conserved throughout evolution as compared to the genes uniquely identified with a mouse or human signature (Fig 1C). Furthermore, the overlapping genes included members of a core cardiogenic transcriptional network including the TFs NKX2-5 (Tinman, Tin in *Drosophila*), GATA4 (Pannier in *Drosophila*), ISL1 (Tailup in *Drosophila*), Hand-1/-2 (Hand in *Drosophila*), TBX5 (Dorsocross genes in *Drosophila*) and TBX20 (H15 or midline in *Drosophila*) (S1 Table) [27]. Lastly, gene ontology analysis revealed that the overlapping candidate cardiogenic genes were enriched for signaling and transcriptional functions as well as cardiac developmental pathways, whereas the genes unique to the mouse or human signature were not enriched for these functions (Fig 1D and S1 Table). Interestingly, the human alone genes were enriched for Wnt signaling and cell death functions whereas the mouse alone genes were enriched for angiogenesis functions (S1 Table). This result suggests that the differentiation of mouse and human ESCs along the cardiac lineage utilizes distinct signaling pathways that may lead to unique cellular outcomes. In total, these results show that the overlapping mouse and human genes are the best candidates for having cardiac regulatory activity.

### Functional screen of mammalian candidate cardiogenic genes in *Drosophila*

The preceding analyses revealed that the overlapping genes between human and mouse are the best candidates for having cardiogenic activity, with the majority conserved in *Drosophila*. Numerous studies have recently shown the utility of functional genomic screens in *Drosophila* to inform candidate gene function in mammals [28,29]. Thus, to identify if the candidate cardiogenic genes are functional, we first screened the function of their orthologs in *Drosophila* by targeting RNAi against a group of candidate genes to the dorsal mesoderm in which the *Drosophila* heart develops (see Materials and Methods).

The heart in *Drosophila* is a linear tube composed of an inner layer of contractile cardial cells (CCs) and an outer layer of non-muscle pericardial cells (PCs) and is most similar to the mammalian heart at the linear tube stage of development (see Fig 2, WT) [30]. This correlation is not only structural but also has functional similarities since specification of cardiac progenitors by a conserved signaling and transcriptional network is utilized for CP specification during the linear tube stage of development [31]. In addition, the simple organization of the fly heart is advantageous in that it permits the rapid identification of LOF phenotypes as both the generation of inappropriate numbers of heart cells or a failure in heart tube closure creates readily detectable aberrations in heart tube organization. For example, RNAi knockdown of the NKX2-5 ortholog Tin creates abnormal numbers of PCs and CCs causing defects in heart morphology (Fig 2, Tin).

**Fig 2:**
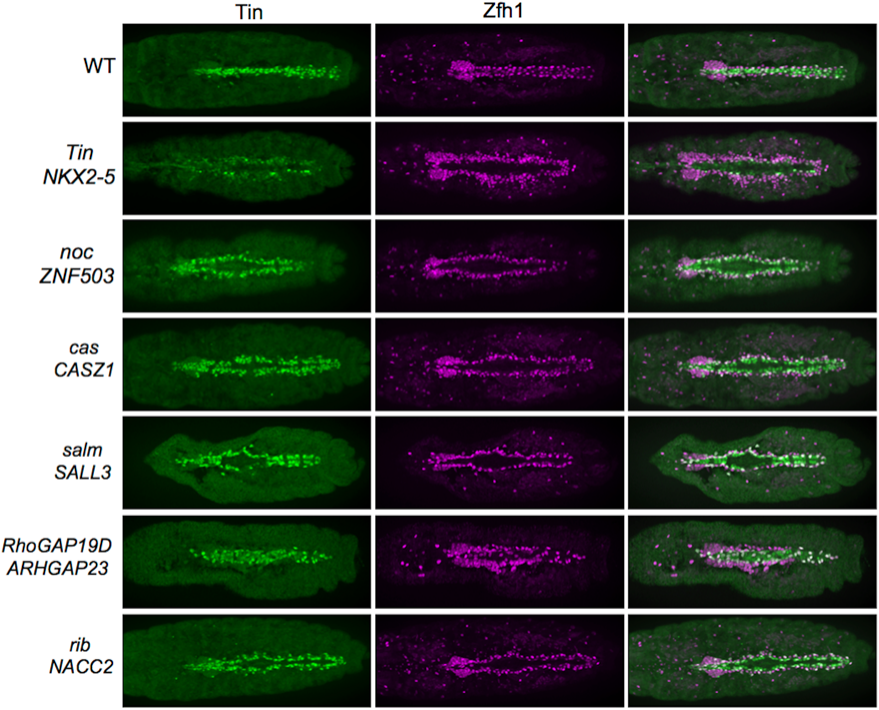
Screening orthologs of the mammalian candidate genes in *Drosophila* identifies regulators of heart development. Stage 16 *Drosophila* embryos were collected from flies expressing Hand-Gal4, TinD-Gal4, and UAS-dcr2 to flies expressing UAS-RNAi against the indicated gene (with the human ortholog also indicated) or yw (wild-type) and stained with the cardiac markers Tin (green) and Zfh1 (magenta). Genes tested were randomly selected based on public availability of siRNA stocks. Results shown are representative of at least 10 embryos. Embryo images are shown for 5 genes, with the entirety of the Drosophila screen available in S1 Table. Many siRNA stocks yielded no observable cardiac phenotypes arguing against toxicity of siRNAs creating cardiac phenotypes (S1 Table).

We next screened the function of the fly orthologs of 19 mammalian genes identified with both the mouse and human epigenetic gene expression signature in *Drosophila* using RNAi targeted to the dorsal mesoderm. Importantly, the reduced number of paralogs in *Drosophila* simplifies functional analyses, with these 19 mammalian genes associated with 17 fly orthologs. In total, 12 out of these 17 fly genes showed defects in the morphology of the *Drosophila* heart (Fig 2). Combining these genes with other genes characterized in the literature with cardiac phenotypes in *Drosophila* identifies 15 potential new mammalian cardiogenic genes (S1 Table) [32]. Thus, a functional screen in *Drosophila* guided by a multi-species mammalian gene expression signature can be used to identify orthologous gene function.

### ZNF503, ZEB2 and NKX2-5 knockdown in differentiating human ESCs reveals their essential role in cardiac differentiation

We next asked if these newly identified regulators of cardiogenesis are required in the human cardiac lineage. To do so, we used small molecule-mediated directed differentiation of human ESCs into cardiomyocytes (CMs) (see Materials and Methods). This protocol induces the rapid down-regulation of genes associated with pluripotency such as NANOG and POU5F1 followed by gene expression associated with the mesendodermal lineage such as MIXL1 following 2 days of differentiation (S2A Fig). At 4 days post-differentiation, gene expression associated with the cardiac lineage begins with robust activation of GATA4 followed by expression of NKX2-5, MEF2C, and TBX5 at 6 days post-differentiation (S2A Fig). This CP population leads to the production of predominantly CMs expressing myosin heavy and light chain genes and cardiac troponin (cTnT) which peak at day 10 (S2A Fig).

To identify if the candidate genes are essential in differentiation of the human cardiac lineage, we first examined the expression of two of these genes in CM differentiation, ZNF503 and ZEB2. These genes began showing expression at day 2 which peaked 4 days after the initiation of differentiation when the cardiac lineage was first selected and this expression remained throughout differentiation (S2B Fig). To interrogate the function of ZNF503 and ZEB2 in CM differentiation, we used shRNA-mediated knockdown in differentiating human ESCs. As a positive control, we also examined the function of NKX2-5, a gene with a well-known role in heart development and CM differentiation [33]. Knockdown of these genes using shRNA reduced mRNA expression of the target genes by at least 90% compared to wild-type (WT) (S3 Fig). We used flow cytometry to monitor the effects of the knockdown of these genes following directed differentiation along the cardiac lineage. This study revealed that ESCs in which NKX2-5 was knocked down failed to generate cTnT-expressing CMs (Fig 3A). Similarly shRNA knockdown of ZNF503 did not produce cTnT-expressing CMs whereas ZEB2 knockdown reduced the percentage and expression level of cTnT-expressing CMs (Fig 3A). Further, differentiating WT ESCs produced CMs that contracted synchronously beginning at day 7–8. However, shRNA knockdown of ZNF503, NKX2-5 or ZEB2 ESCs failed to generate contractile CMs (data not shown). Similar results were seen if cultures were differentiated for longer times (14 days) suggesting that the effects of ZNF503, ZEB2 and NKX2-5 knockdown are not simply due to slower differentiation, proliferation or metabolic activity of the cells (data not shown). In addition, there was no difference in cell numbers and viability at days 0, 2 and 6 for all groups and at day 10 for ZEB2 and NKX2-5 shRNA conditions. However, ZNF503 knockdown cells did show high levels of cell death at day 10 which likely reflects the culture conditions for CMs is inappropriate for the ZNF503 knockdown cells. In total, these results show that ZNF503 and ZEB2 play an essential role in human CM differentiation from ESCs.

**Fig 3:**
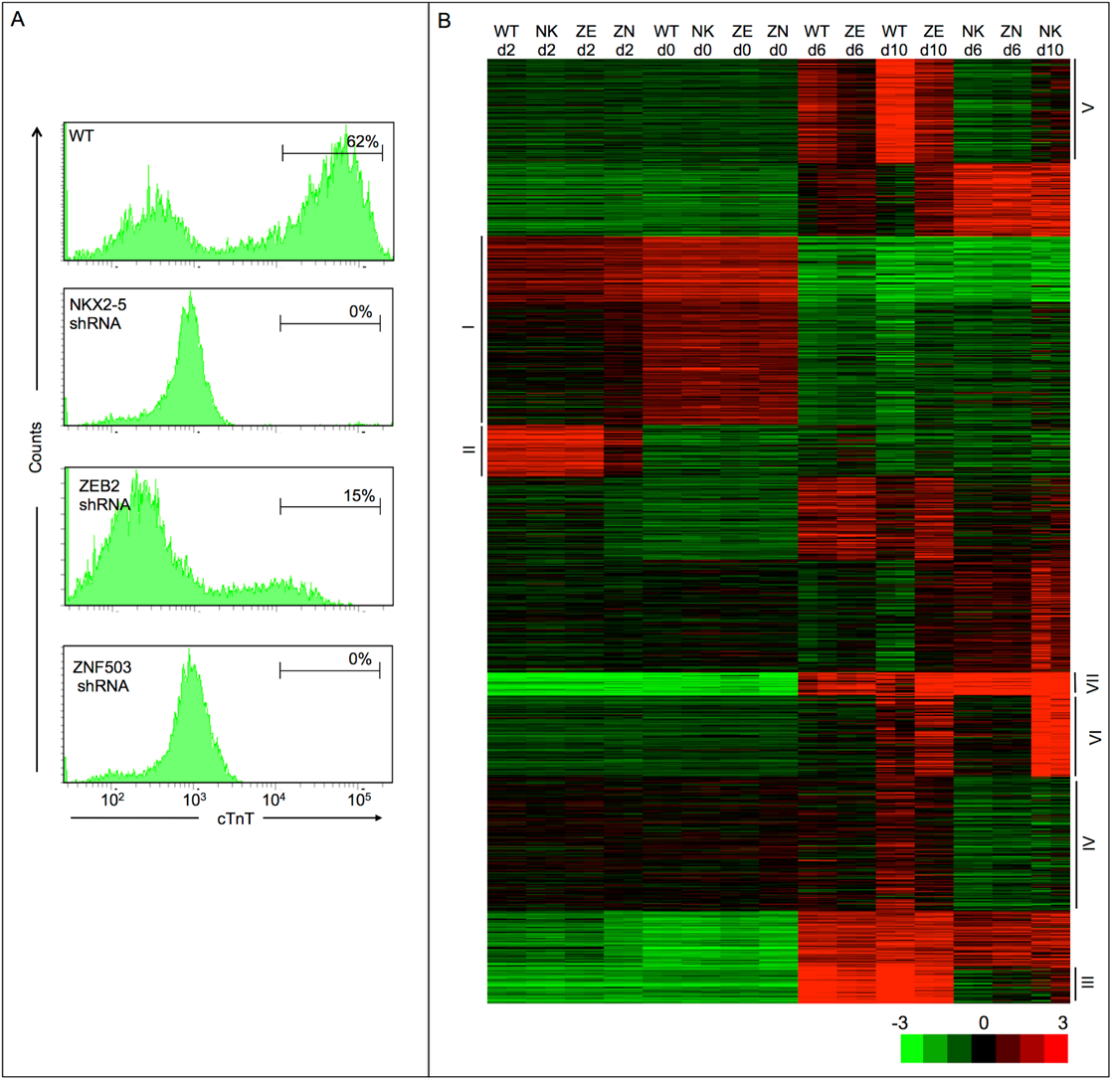
ZNF503, ZEB2 and NKX2-5 are necessary for differentiation of CMs from human ESCs. (A) Flow cytometric analysis of cTnT expression on human ESCs after 10 days of differentiation along the cardiac lineage following shRNA knockdown of the indicated genes. Representative results of five experiments. WT cells were infected with a shRNA targeting GFP or empty vector, which yielded identical results as non-infected cells. (B) Hierarchical clustering of genes showing significant gene expression changes following shRNA knockdown of the indicated genes at the indicated time points. WT = wild-type; ZE = ZEB2 shRNA; ZN = ZNF503 shRNA; NK = NKX2-5 shRNA.

### Transcriptome profiling uncovers gene expression patterns that underlie human CM differentiation

To characterize the molecular mechanisms through which ZNF503, ZEB2 and NKX2-5 induce specification and differentiation of CMs, RNA-seq was performed on biological replicates at 0, 2, 6 and 10 days of differentiation in WT human ESCs and those in which ZN503, ZEB2 and NKX2-5 were depleted with shRNA. 

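RNA was sequenced from H1 human ESCs, an established embryonic stem cell line, that carried a lentiviral shRNA against NKX2-5, ZEB2 or ZNF503. WT denotes H1 cells with an shRNA against GFP or an empty vector. For differentiation the paper gives 5 µM CHIR99021 (a GSK3β inhibitor), then 3 µM IWP2 (a WNT inhibitor) and 20 µg/ml insulin, and the sample labels give the same figures in mM and mg/ml. Each group held 2 libraries, apart from WT and ZEB2 shRNA cells at day 10, which held 4 each. ZNF503 shRNA cells at day 10 were not analysed here. The paper states that reads of stranded total RNA were mapped to hg19 (GRCh37) by Tophat with 1 best hit per read and counted per RefSeq gene region by RSeQC. The deposited values are raw read counts, whole numbers without normalization, for 41627 RefSeq transcript accessions. A read can count in several transcripts of a gene, so the transcript with the largest total was taken for each of 23189 gene symbols.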

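In 4 columns, those of WT and ZEB2 shRNA cells at day 10 replicates 1 and 2, the values did not follow the accessions. These columns held 42704 rows, 1077 more than there are accessions. Over 41 blocks of 1000 rows, their median Spearman correlation with replicate 3 of the same group was between 0.00793 and 0.0131. For replicate 4 it was 0.984 in WT cells and 0.993 in ZEB2 shRNA cells (correlations across rows, which are not independent replicates). Day 10 values are therefore those of replicates 3 and 4 in WT and ZEB2 shRNA cells and of 2 libraries in NKX2-5 shRNA cells. Some are followed by values from all 4 replicates or from replicates 1 and 2, for which the rows of the 4 columns were matched to accessions by their levels. This alignment kept 39616 rows (95.2%), after which the correlations with replicate 3 were 0.955 to 0.964. Rows were matched on these levels, so part of that correlation is built in and does not show that the accessions are right. In 2 tests on libraries whose rows are known, the alignment matched 99.66% and 99.97% of the kept rows to their own accession. Those tests removed rows at random from 1 list, so other differences between the lists are not covered. Groups were compared by the quasi-likelihood test of edgeR, with TMM normalization (factors that scale libraries to one another), its filter on low counts and Benjamini-Hochberg adjustment over all genes tested. Genes were called at the thresholds the paper gives: 2-fold and 10% FDR at day 0, 4-fold and 10% FDR at day 2, and 8-fold and 1% FDR at days 6 and 10. Standard errors are the log2 fold change divided by the square root of the test's F value. CPM values are counts scaled to a library's normalized total by edgeR. The fits, thresholds and gene lists of these passages were chosen before the data were examined. The use of the day 10 replicates, the comparisons shown for each gene list and the medians with genes set to their bound were chosen later.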

All samples yielded over 30 million raw reads with a high mapping rate aside from the day 10 samples for ZNF503 shRNA knockdown which had lower numbers of raw reads and mapping rate. This finding reflects the isolation of poor quality RNA due to the high amount of cell death at day 10 in ZNF503 shRNA cells that was detected in multiple samples. These data were subsequently discarded from further analysis. 

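In the 30 libraries whose rows follow the accessions, counts over 1 transcript per gene summed to between 9189943 and 90814577, with a median of 32191176. They ranged from 38772103 to 90814577 at day 0 and from 14630405 to 87850810 at day 2. At day 6 the range was 13807473 to 61514547, and at day 10 it was 9189943 to 29549874. These are counts on genes and not raw reads. A count of 0 allows up to 3 counts, which was 0.033 to 0.0774 CPM at day 0 and 0.0341 to 0.205 CPM at day 2. The same limit was 0.0488 to 0.217 CPM at day 6 and 0.102 to 0.326 CPM at day 10. Limits of this kind cover counting error only, since reads amplified by PCR are not independent molecules. Against a group in which no library passed 3 counts, a fold change is given with that group set to 3 counts per library, written as at least. This is a lower bound on counting error only where all libraries of the group held 0 counts. CST1, KRT4, HBA1 and PLEK held a few counts there, so their values are no strict bounds. The mean of the other group is taken without its error. Between the replicates of a group, the chi-square statistic per gene was 5.33 to 107, where counting noise alone gives about 1, so replicates differed by more than the sampling noise.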

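The 3 targeted genes were read first. NKX2-5 (row NM_001166175) lies on chromosome 5 of GRCh37 from 172659112 to 172662314. At day 6 it was at 1.30% ± 0.243 (SD, n = 2) of WT in NKX2-5 shRNA cells, a log2 fold change of -6.30 (standard error 0.30, adjusted p = 9.6e-09 from edgeR's quasi-likelihood test). At day 10 it was at 1.38% ± 1.26 (SD, n = 2) of WT, a log2 fold change of -6.17 (standard error 0.69, adjusted p = 0.000796). The day 10 log2 fold change was -7.66 without NKX2-5 shRNA replicate 2. ZEB2 (row NM_014795) lies on chromosome 2 from 145121931 to 145278624. At day 2 it was at 66.4% ± 5.43 (SD, n = 2) of WT in ZEB2 shRNA cells, a log2 fold change of -0.63 (standard error 0.17, adjusted p = 0.185). It was at 58.5% ± 1.83 (SD, n = 2) of WT at day 6, a log2 fold change of -0.77 (standard error 0.12, adjusted p = 0.00136). At day 10 it was at 49.5% ± 0.00779 (SD, n = 2) of WT, a log2 fold change of -1.02 (standard error 0.34, adjusted p = 0.0793). With all 4 replicates realigned the day 10 level was 43.9% of WT, and the alternative that moved it most, replicates 1 and 2 only, gave 36.9%. The fall at day 10 passed 5% FDR in both of these and under DESeq2, the exact test, the replicate block and 1 fit of all libraries. The fall at day 2 passed it with the exact test and without a filter, and the fall at day 6 failed it in 1 fit of all libraries. At day 10 the exact test and the block held no NKX2-5 shRNA libraries, which share the spread estimate of the main fit. ZNF503 (row NM_032772) lies on chromosome 10 from 77157588 to 77161522. At day 6 it was at 6.98% ± 0.297 (SD, n = 2) of WT in ZNF503 shRNA cells, a log2 fold change of -3.84 (standard error 0.29, adjusted p = 6.3e-07). In NKX2-5 shRNA cells at day 6 ZNF503 was at 8.26% of WT, and in ZNF503 shRNA cells NKX2-5 was at 3.69%. The day 6 falls of these 2 genes therefore cannot by themselves be assigned to their own shRNA. At day 2 the WT libraries held at most 34 counts of ZNF503, and ZNF503 shRNA cells were at 90.1% ± 35.0 (SD, n = 2) of WT, a log2 fold change of -0.23 (standard error 0.40, adjusted p = 0.714). It was 0.24 without ZNF503 shRNA replicate 1 and 0.20 without WT replicate 2, so its direction depends on single libraries. At day 0 the WT libraries held at most 16 counts of each of the 3 genes.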

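Among 16891 genes tested at day 0, 681 differed from WT in NKX2-5 shRNA cells (445 higher, 236 lower), 372 in ZEB2 shRNA cells (240 higher, 132 lower) and 433 in ZNF503 shRNA cells (223 higher, 210 lower). At day 2, of 16521 genes tested, 197 differed in NKX2-5 shRNA cells (80 higher, 117 lower), 22 in ZEB2 shRNA cells (2 higher, 20 lower) and 463 in ZNF503 shRNA cells (135 higher, 328 lower). At day 6, of 16443 genes tested, the counts were 774 (212 higher, 562 lower), 76 (39 higher, 37 lower) and 643 (165 higher, 478 lower) in the same order. At day 10, of 17004 genes tested, 1243 differed in NKX2-5 shRNA cells (759 higher, 484 lower) and 248 in ZEB2 shRNA cells (166 higher, 82 lower). With all 4 replicates realigned, the ZEB2 shRNA count at day 10 was 138 (55 higher, 83 lower), and with replicates 1 and 2 only it was 79 (14 higher, 65 lower), so most called genes were then lower and not higher. The NKX2-5 shRNA counts were 978 (568 higher, 410 lower) and 1029 (474 higher, 555 lower). In WT cells, 1440 genes differed from day 0 at day 2 (906 higher, 534 lower), 1760 at day 6 (1082 higher, 678 lower) and 2666 at day 10 (1728 higher, 938 lower), of 17217 genes tested. The alternative that moved the counts most was the threshold: at 5% FDR with no fold-change threshold, 8076 genes differed in NKX2-5 shRNA cells at day 6. The largest changes, taken by a fixed rule, included ANXA1 at day 0, with log2 fold changes of 6.02 (standard error 0.34) in NKX2-5 shRNA cells and 6.51 (standard error 0.35) in ZEB2 shRNA cells. CST1 was at least 44.9-fold lower in NKX2-5 shRNA cells and at least 53.9-fold lower in ZNF503 shRNA cells at day 0. PAX7 rose in ZNF503 shRNA cells at day 0 (log2 fold change 5.00, standard error 0.39). At day 2, MAEL rose in NKX2-5 shRNA cells (log2 fold change 5.02, standard error 0.53). ZNF560 was at least 18.7-fold lower in ZEB2 shRNA cells and at least 17.2-fold lower in ZNF503 shRNA cells. At day 6, PPP1R3A was at least 293-fold lower in NKX2-5 shRNA cells, IAH1 at least 69.6-fold lower in ZEB2 shRNA cells and C1QL1 at least 62.0-fold lower in ZNF503 shRNA cells. LEFTY2 rose in ZEB2 shRNA cells at day 6 (log2 fold change 7.20, standard error 0.36), and KRT4 was at least 89.4-fold higher in ZNF503 shRNA cells. At day 10, ABRA was at least 149-fold lower and MIR9-2HG at least 56.7-fold higher in NKX2-5 shRNA cells. NECTIN4 was at least 41.3-fold higher in ZEB2 shRNA cells, a rise that did not pass 5% FDR with replicates 1 and 2 only. The size of several of these changes, though not their direction, depends on single libraries. With 1 library left out, log2 fold changes ran from -12.77 to -9.79 for ABRA and from 10.21 to 11.74 for MIR9-2HG. They ran from 4.318 to 6.36 for PAX7 and from 6.815 to 8.23 for LEFTY2.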

Differentially-expressed genes were identified between WT and shRNA knockdown conditions, and k-means hierarchical clustering was used to identify gene expression signatures associated with perturbation of gene function (Fig 3).

The clustering data reveals multiple gene expression clusters associated with the differentiation of human ESCs along the cardiac lineage (Fig 3B). In particular, a cluster of genes is enriched at day 0 of differentiation and becomes repressed as cells differentiate along the cardiac lineage (cluster I). 

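S2 Table lists 388 rows in cluster I, of which 385 genes were matched. In WT cells their median log2 fold change from day 0 was -1.20 ± 0.0523 (SD between replicates, n = 2) at day 2, with 329 of 385 genes lower. It was -3.81 ± 0.0362 at day 6, with 383 genes lower, and -4.58 ± 0.163 at day 10, with 384 genes lower. At 5% FDR, 276, 382 and 381 of these genes differed from day 0 at the 3 time points. With genes at the limit of detection set to their bound, the day 10 median was -4.36, and with all 4 replicates realigned it was -4.00. The alternative that moved it most, the difference of mean log2(CPM + 1), gave -3.33. Without TMM factors the median of all genes at day 2 shifted by 0.130, and the cluster I median was -1.06. The study drew the clusters from these samples, so their medians are a description and were not tested as sets. The ± beside a cluster median is the SD of the library medians of log2 CPM within a group of n = 2. It is pooled over the 2 groups compared, and is not the spread of the fold change itself, which can be larger.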

We next used Reactome to identify the biological pathways, reactions and processes enriched amongst this gene set [10]. This analysis revealed an enrichment for genes involved in transcriptional regulation of pluripotent stem cells and developmental biology, which is consistent with the presence of genes associated with pluripotency, including POU5F1, NANOG, SOX2 and FOXO1 in this cluster (S2 Table). These results shows that gene expression patterns associated with pluripotency are initially repressed across all genetic perturbations.

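POU5F1 lies on chromosome 6 from 31132114 to 31148508, NANOG on chromosome 12 from 7940390 to 7951742, SOX2 on chromosome 3 from 181429713 to 181432224 and FOXO1 on chromosome 13 from 41129804 to 41240778. In WT cells POU5F1 was at 814.0 ± 8.60 CPM (SD, n = 2) at day 0, 448.5 ± 2.84 CPM at day 2 and 3.67 ± 0.110 CPM at day 6. Its log2 fold change from day 0 was -0.81 (standard error 0.09, adjusted p = 7.8e-05) at day 2 and -7.76 (standard error 0.13, adjusted p = 2.9e-10) at day 6. At day 2 the log2 fold changes of NANOG, SOX2 and FOXO1 were -2.08, -2.27 and -1.18, and at day 6 they were -9.55, -6.15 and -1.96. All 4 genes were lower in each replicate at both days. At day 2, 2 of the 4 passed 4-fold and 10% FDR over all genes tested, and 2 when adjusted over the list alone. At day 6, 3 of the 4 passed 8-fold and 1% FDR over all genes tested, and 3 when adjusted over the list alone. The study chose this and the other gene lists on these samples, so counts over a list are not independent evidence.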

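From day 0 to day 2 the median log2 fold change of cluster I was -1.26 ± 0.0679 (SD between replicates, n = 2) in NKX2-5 shRNA cells, -1.16 ± 0.0388 in ZEB2 shRNA cells and -0.74 ± 0.125 in ZNF503 shRNA cells. Of the cluster's genes, 337, 320 and 317 were lower, in the same order. From day 0 to day 6 the medians were -4.16, -3.48 and -3.80. Against WT at day 2, the median in ZNF503 shRNA cells was 0.47 ± 0.122, with 279 of 384 genes higher and 233 of 384 different at 5% FDR. It was 0.03 ± 0.0505 in ZEB2 shRNA cells, with 6 of 384 different at 5% FDR. In NKX2-5 shRNA cells it was -0.02 ± 0.0714 (0.01 without WT replicate 1), with 185 genes higher, 199 lower and 136 of 384 different at 5% FDR. Of the pluripotency genes in ZNF503 shRNA cells at day 2, NANOG was higher than WT (log2 fold change 1.18, standard error 0.10, adjusted p = 5.4e-07), as was SOX2 (1.04, standard error 0.12, adjusted p = 1.3e-05). POU5F1 and FOXO1 were higher by log2 fold changes of 0.50 and 0.46. None of the 4 passed 4-fold, over all genes tested or adjusted over the list alone, while 4 of 4 had an unadjusted p under 0.05 and passed 5% FDR. None of the 4 in ZEB2 shRNA cells passed 5% FDR, and 0 of 4 had an unadjusted p under 0.05. POU5F1 alone passed it in NKX2-5 shRNA cells (log2 fold change 0.41, standard error 0.08, adjusted p = 0.0017).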

A second cluster of genes is normally repressed at day 0 and becomes active at day 2 of differentiation, followed by a decrease that begins at day 6 (cluster II). This cluster includes genes associated with mesodermal and/or mesendodermal formation including GSC, T, MIXL1, EOMES, CER1, FGF17 and LHX1 (Fig 4A and S2 Table). In addition, biological pathway analysis revealed an enrichment for genes related to differentiation as well as FGFR and WNT signaling activity which are required for mesendodermal formation [34] (S2 Table). These results show that the initial events in the directed differentiation along the cardiac lineage is occurring normally in NKX2-5, ZNF503 and ZEB2 shRNA cells, suggesting that the defects in CM formation are due to defects in later cell fate specification events.

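Cluster II holds 107 genes, of which 106 were matched. In WT cells all 106 were higher at day 2 than at day 0, with a median log2 fold change of 4.23 ± 0.0958 (SD between replicates, n = 2). At day 6 the median against day 0 was 0.67 ± 0.152, with 65 genes higher and 41 lower (0.71 with genes at the limit of detection set to their bound). From day 0 to day 2 the median was 4.43 ± 0.0974 in NKX2-5 shRNA cells and 4.15 ± 0.190 in ZEB2 shRNA cells, where all 106 genes rose. The median in ZNF503 shRNA cells was 2.46 ± 0.0309, with 99 of 106 genes higher (2.40 with such genes at their bound). Compared with WT at day 2, the median in ZNF503 shRNA cells was -1.55 ± 0.0868, with 102 of 106 genes lower and 102 of 106 different at 5% FDR. With each library left out in turn it stayed between -1.72 and -1.46. The median against WT in NKX2-5 shRNA cells was 0.10 ± 0.101, with 60 genes higher, 46 lower and 63 of 106 different at 5% FDR, so single genes moved both ways. Without TMM factors the median of all genes in that comparison shifted by -0.129 and the cluster II median was -0.03. For ZEB2 shRNA cells it was 0.07 ± 0.141, with 6 of 106 different at 5% FDR, and -0.01 without ZEB2 shRNA replicate 2.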

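The gene T is listed under its later symbol TBXT, on chromosome 6 from 166571144 to 166582188. CER1 lies on chromosome 9 from 14719722 to 14722731, and LHX1 on chromosome 17 from 35294084 to 35301912. In WT cells CER1 rose from 4.14 ± 1.03 CPM (SD, n = 2) at day 0 to 1907 ± 19.1 CPM at day 2, and LHX1 from 0.821 ± 0.236 to 293.8 ± 24.3 CPM. All 7 mesendodermal genes were called in WT cells at day 2 against day 0, over all genes tested and adjusted over the list alone, with log2 fold changes from 5.22 (GSC) to 9.94 (FGF17). In ZNF503 shRNA cells at day 2 all 7 were lower than in WT in each replicate and passed 5% FDR. LHX1 was lowest (log2 fold change -3.42, standard error 0.15, adjusted p = 1.3e-09 from edgeR's quasi-likelihood test), followed by FGF17 (-2.61, standard error 0.13, adjusted p = 3.9e-09). These 2 passed 4-fold and 10% FDR, over all genes tested and adjusted over the list alone. CER1, MIXL1, EOMES, GSC and TBXT had log2 fold changes of -1.59, -1.16, -0.97, -0.91 and -0.64. In 1 fit of all libraries TBXT and MIXL1 did not pass 5% FDR. Log2 fold changes against WT in NKX2-5 shRNA cells ranged from -0.44 (TBXT) to 0.86 (CER1). None passed 4-fold by either adjustment, while 4 had an unadjusted p under 0.05. At 5% FDR, CER1 and GSC (0.75, standard error 0.11, adjusted p = 0.000233) were higher over all genes tested, and 3 genes passed when adjusted over the list alone. LHX1 was at 0.11 in these cells, and at -0.01 without NKX2-5 shRNA replicate 2. The 7 genes ranged in ZEB2 shRNA cells from -0.31 (TBXT) to 0.09 (LHX1), with 0 at an unadjusted p under 0.05. LHX1 was at -0.02 there without ZEB2 shRNA replicate 2, FGF17, at 0.0057, was at -0.09, and EOMES, at -0.0098, was at 0.06 without WT replicate 2.

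**Figure D1:**
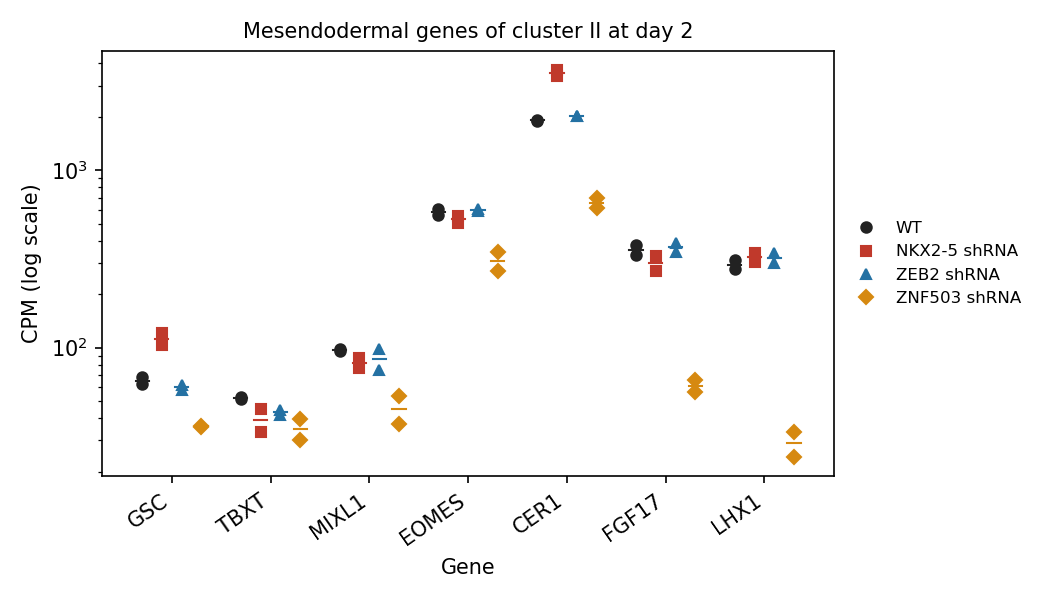
CPM on a log axis of GSC, TBXT, MIXL1, EOMES, CER1, FGF17 and LHX1 at day 2 in WT, NKX2-5 shRNA, ZEB2 shRNA and ZNF503 shRNA cells, with 1 point per library and a short line at the mean of 2 libraries. Both ZNF503 shRNA libraries lie under both WT libraries for all 7 genes.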

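The change from day 0 to day 2 in each shRNA line was tested against that in WT cells (an interaction term, 17345 genes). At 4-fold and 10% FDR it differed for 162 genes in NKX2-5 shRNA cells (37 more positive, 125 more negative). It differed for 87 genes in ZEB2 shRNA cells (26 more positive, 61 more negative) and for 589 genes in ZNF503 shRNA cells (220 more positive, 369 more negative). Of the 7 mesendodermal genes, CER1 rose more in NKX2-5 shRNA cells than in WT (difference in log2 fold change 2.39, standard error 0.25, adjusted p = 3.5e-05). It also rose more in ZNF503 shRNA cells (2.82, standard error 0.35, adjusted p = 2.1e-05), where it started at 0.198 CPM, under its level in WT. LHX1 rose less in ZEB2 shRNA cells (-2.62, standard error 0.39, adjusted p = 0.0016), where it started at 5.44 CPM, over its level in WT. LHX1 also rose less in ZNF503 shRNA cells (-2.29, standard error 0.57, adjusted p = 0.0071). Over all genes tested, 1 of the 7 was called in NKX2-5 shRNA cells, 1 in ZEB2 shRNA cells and 2 in ZNF503 shRNA cells, and the counts adjusted over the list alone were also 1, 1 and 2. All 4 pluripotency genes fell less in ZNF503 shRNA cells, with differences from 0.54 (POU5F1) to 1.48 (NANOG), none past 4-fold and 4 with an unadjusted p under 0.05. From cluster II and its mesendodermal genes, the paper concludes that the first events of differentiation occur normally in the 3 shRNA lines. It proposes that defects in CM formation come from later specification.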

**Fig 4:**
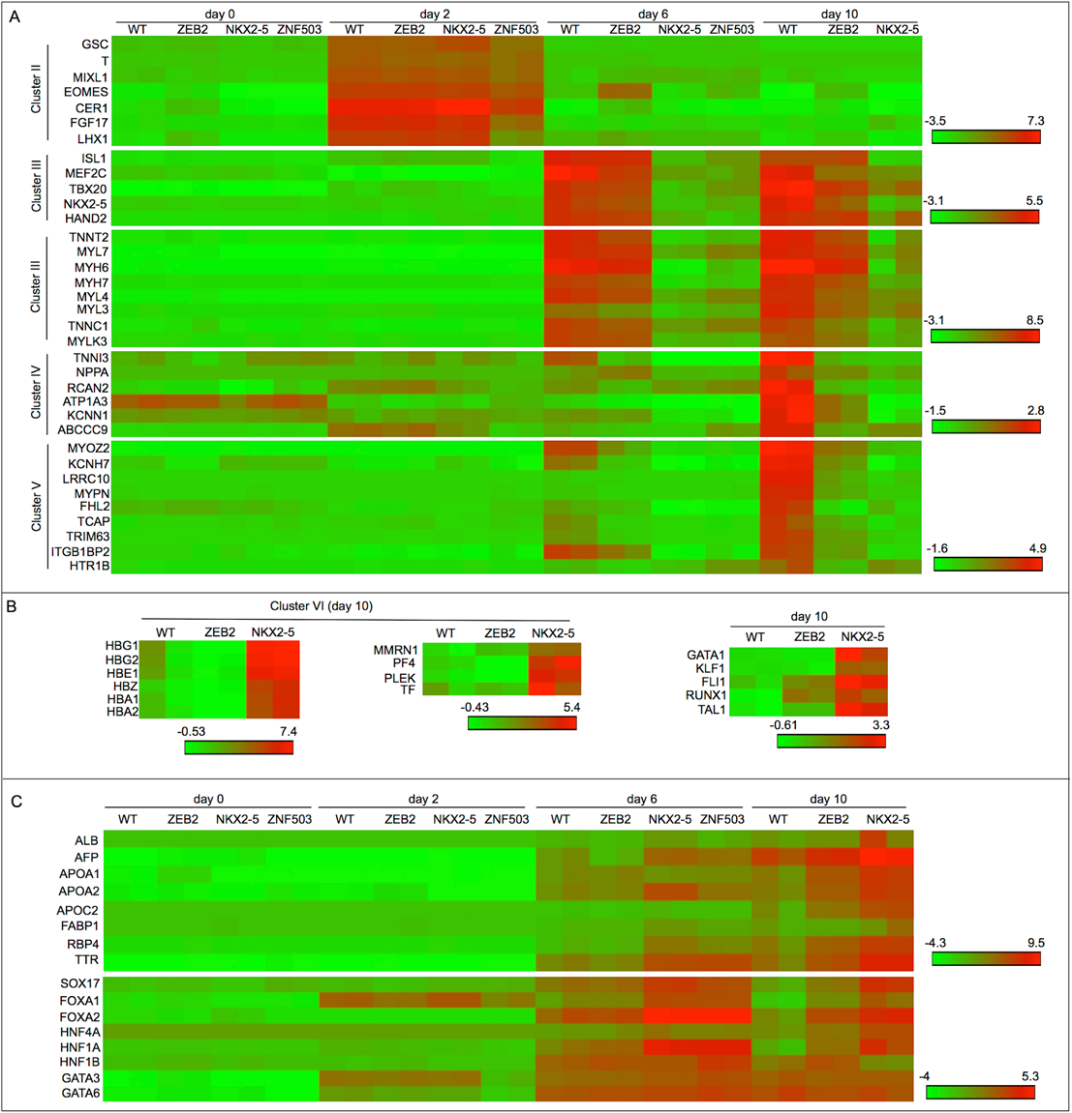
Transcriptome analysis reveals a role for cardiogenic TFs in activation of cardiac genes and repression of alternative cell fates. Matrix representations of gene expression patterns at different time points of differentiation along the cardiac lineage are shown for WT or shRNA-treated ESCs. (A) Gene expression patterns of mesendodermal (cluster II) and cardiac lineage genes (clusters III, IV, and V) at the indicated time points. (B) Gene expression patterns of the indicated haematopoietic genes at day 10. (C) Gene expression patterns of liver and definitive endodermal genes at the indicated time points.

After 6 days of differentiation, a gene expression cluster (III) shows increased expression in WT cells but no activity in NKX2-5 and ZNF503 shRNA-treated cells. This cluster is enriched for genes involved in striated muscle contraction and mitochondrial biogenesis that are essential features of CMs (S2 Table). This cluster also includes essential cardiogenic TFs including ISL1, MEF2C, TBX20, NKX2-5 and HAND2 [35], and CM contractile proteins including myosin heavy (MYH6, MYH7) and light chain genes (MYL7, MYL4, MYL3) and troponins (TNNT2, TNNC1) (Fig 4A and S2 Table). Thus, the inability of ZNF503 and NKX2-5 shRNA cells to differentiate into CMs is correlated with an inability to activate this core set of conserved TFs that ultimately control cardiac cell fates and the expression of downstream target genes that encode contractile and structural proteins [35]. 

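All 74 cluster III genes were matched. In WT cells all 74 were higher at day 6 than at day 0, with a median log2 fold change of 7.90 ± 0.172 (SD between replicates, n = 2; 7.80 with genes at the limit of detection set to their bound). The median rise in NKX2-5 shRNA cells was 2.32 ± 0.0993 (2.24 with such genes at their bound), with 62 of 74 genes higher and 45 of 74 different at 5% FDR. It was 3.58 ± 0.0167 in ZNF503 shRNA cells, with 66 of 71 genes higher and 61 of 71 different at 5% FDR. The rise in ZEB2 shRNA cells was 6.88 ± 0.0943, with 74 of 74 higher. Against WT at day 6, all 74 genes were lower in NKX2-5 shRNA cells, with a median of -5.52 ± 0.197, and in ZNF503 shRNA cells, with a median of -4.76 ± 0.180. In both lines all 74 passed 5% FDR. At day 10, 73 of 74 genes were still lower than WT in NKX2-5 shRNA cells.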

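MEF2C lies on chromosome 5 from 88012934 to 88200074, TNNT2 on chromosome 1 from 201328136 to 201346892, MYH6 on chromosome 14 from 23851191 to 23877482 and MYH7 beside it from 23881949 to 23904869. In WT cells all 5 TFs (NKX2-5, ISL1, MEF2C, TBX20, HAND2) and all 8 contractile genes (TNNT2, MYL7, MYH6, MYH7, MYL4, MYL3, TNNC1, MYLK3) were called at day 6 against day 0. TNNT2 was at 1281 ± 188.3 CPM (SD, n = 2) in WT cells at day 6, 2.25 ± 0.733 CPM in NKX2-5 shRNA cells and 8.62 ± 0.903 CPM in ZNF503 shRNA cells. Its log2 fold change against WT was -9.11 (standard error 0.22, adjusted p = 1.1e-10) in NKX2-5 shRNA cells and -7.22 (standard error 0.20, adjusted p = 4.7e-10) in ZNF503 shRNA cells. MYH6 had log2 fold changes of -12.96 and -8.63 in the 2 lines, and MYH7 of -10.10 and -7.25. ISL1 was lower by log2 fold changes of -5.58 (standard error 0.17) in NKX2-5 shRNA cells and -3.98 (standard error 0.15) in ZNF503 shRNA cells, and MEF2C by -5.24 (standard error 0.23) and -5.31 (standard error 0.23). All 5 TFs and all 8 contractile genes passed 8-fold and 1% FDR in NKX2-5 shRNA cells, over all genes tested and adjusted over the list alone. In ZNF503 shRNA cells, where NKX2-5 was at 3.69% of WT, 5 of 5 TFs passed by both adjustments and 7 of 8 contractile genes. TNNC1 was lower but short of 8-fold (log2 fold change -2.92, standard error 0.16). Each replicate of both lines was under each WT replicate for all 13 genes.

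**Figure D2:**
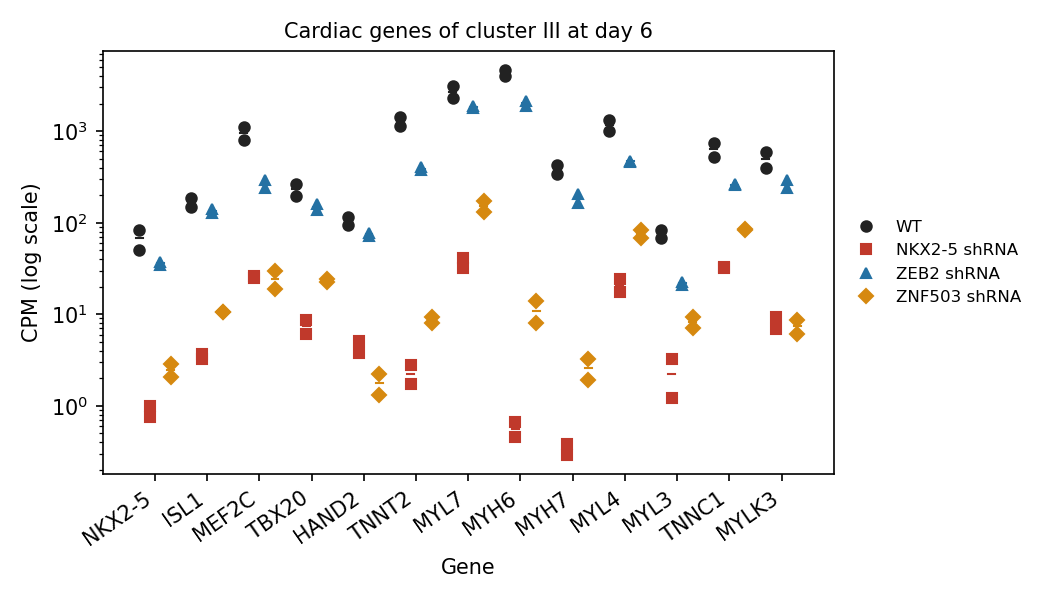
CPM on a log axis of the 5 TFs and 8 contractile genes at day 6 in WT, NKX2-5 shRNA, ZEB2 shRNA and ZNF503 shRNA cells, with 1 point per library and a short line at the mean of 2 libraries. Both NKX2-5 shRNA and both ZNF503 shRNA libraries lie under both WT libraries for each gene.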

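NKX2-5 shRNA and ZNF503 shRNA cells at day 6 shared 475 called genes (61.4% and 73.9% of those called in each), and 474 of these changed in the same direction. Log2 fold changes against WT in the 2 lines correlated with Pearson's r = 0.861 across genes, which are not independent replicates. Both lines were compared with the same WT libraries. In 20 simulations of unchanged groups with shared WT libraries, the median correlation was r = 0.494. NKX2-5 shRNA against ZEB2 shRNA cells and ZNF503 shRNA against WT cells, which share no library, had 347 called genes in common, 342 of them in the same direction. At 5% FDR with no fold-change threshold, 6589 genes were shared and 6521 of them changed in the same direction. From the loss of cluster III in these cells, the paper concludes that the failure of NKX2-5 and ZNF503 shRNA cells to become CMs goes with a failure to activate this set of TFs and their contractile and structural targets.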

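In ZEB2 shRNA cells at day 6 the median log2 fold change of cluster III against WT was -1.13 ± 0.187 (SD between replicates, n = 2), with 70 of 74 genes lower and 57 of 74 different at 5% FDR. MEF2C was at 266.6 ± 35.5 CPM (SD, n = 2) against 958.4 ± 216.0 CPM in WT, a log2 fold change of -1.84 (standard error 0.20, adjusted p = 7.5e-05 from edgeR's quasi-likelihood test). All 8 contractile genes were lower in each replicate, from MYL3 (log2 fold change -1.79, standard error 0.27, adjusted p = 0.000881) and TNNT2 (-1.71, standard error 0.15, adjusted p = 2.2e-05) to MYL7 (-0.55, standard error 0.17, adjusted p = 0.0592). MYL4, TNNC1, MYH6, MYH7 and MYLK3 had log2 fold changes of -1.32, -1.28, -1.09, -1.05 and -0.90. NKX2-5, TBX20, HAND2 and ISL1 were lower by log2 fold changes of -0.89, -0.63, -0.48 and -0.32. None of the 5 TFs and none of the 8 contractile genes passed 8-fold and 1% FDR by either adjustment, while 5 and 8 had an unadjusted p under 0.05. At 5% FDR, 3 TFs and 7 contractile genes passed over all genes tested, and 5 and 8 when adjusted over the list alone. In 1 fit of all libraries TNNT2, MYH6 and TNNC1 did not pass 5% FDR. A direct comparison of NKX2-5 shRNA with ZEB2 shRNA cells at day 6 called 755 genes (176 higher, 579 lower).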

Although many of these genes are activated to similar levels in WT and ZEB2 shRNA cells, there are a few genes with attenuated expression including those involved in later differentiation events including MEF2C and a few myosin heavy and light chain genes (Fig 4B). This outcome suggests that the inability to activate terminal CM differentiation programs may underlie the failure of ZEB2 shRNA cells to differentiate into contractile CMs.

In support of this hypothesis, two additional gene expression clusters (IV and V) become active in WT cells at day 10 following cardiac differentiation but fail to upregulate in ZEB2 and NKX2-5 shRNA cells (Figs 3B and 4A). 

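Of cluster IV 271 genes were matched and of cluster V 208. From day 6 to day 10 the median log2 fold change of cluster IV in WT cells was 1.04 ± 0.115 (SD between replicates, n = 2), with 201 of 267 genes higher (1.19 with all 4 replicates realigned). It was 0.46 ± 0.130 in ZEB2 shRNA cells, with 169 of 268 higher (0.65 with all 4 replicates realigned). The NKX2-5 shRNA median was 0.45 ± 0.173, and 0.74 without day 10 replicate 1 or 0.08 without day 10 replicate 2. The median of cluster V rose by 1.58 ± 0.147 in WT cells (192 of 208 genes higher), 1.06 ± 0.280 in ZEB2 shRNA cells (171 of 208) and 2.15 ± 0.325 in NKX2-5 shRNA cells (177 of 196). Differences between these rises were not tested. Against WT at day 10, the cluster IV median was -0.86 ± 0.108 in ZEB2 shRNA cells, with 208 of 269 genes lower and 108 of 269 different at 5% FDR. It was -2.40 ± 0.186 in NKX2-5 shRNA cells, with 226 lower. The cluster V median was -1.67 ± 0.167 in ZEB2 shRNA cells, with 195 of 208 genes lower and 121 of 208 different at 5% FDR. It was -3.34 ± 0.375 in NKX2-5 shRNA cells, with 206 of 208 lower. With all 4 replicates realigned, the ZEB2 shRNA medians were -0.86 and -1.69 for clusters IV and V. Without TMM factors the median of all genes in ZEB2 shRNA cells at day 10 shifted by 0.182.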

Biological pathway analysis showed an enrichment for striated muscle contraction, PKA activation and the calmodulin pathway in cluster IV and HCN channels and potassium channels in cluster V which are all essential molecular pathways in CM contractility [36,37] (S2 Table). Representative gene expression patterns for cluster IV and V genes are shown in Fig 4A. These results identify an inability of ZEB2 shRNA cells to activate terminal differentiation genes encoding essential cardiac contractile components and proteins involved in the excitatory system that characterizes CMs.

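TNNI3 lies on chromosome 19 from 55663135 to 55669141, RCAN2 on chromosome 6 from 46188473 to 46459709 and FHL2 on chromosome 2 from 105974169 to 106054970. In WT cells 5 cluster IV genes named in Fig. 4A rose from day 6 to day 10 by log2 fold changes from 1.48 (TNNI3) to 3.64 (KCNN1), and 8 of the 9 cluster V genes rose by 1.68 (MYOZ2) to 7.49 (LRRC10). ITGB1BP2, at 0.01 (standard error 0.17), did not change beyond its replicates with day 10 replicates 3 and 4. In WT replicates 1 and 2, realigned, it was lower, at 34.87 and 29.32 CPM against 77.75 and 57.02 CPM at day 6. All 14 genes were lower than WT in each replicate of ZEB2 shRNA cells at day 10. TNNI3 was at 2.89 ± 0.943 CPM (SD, n = 2), a log2 fold change of -3.61 (standard error 0.33, adjusted p = 0.00215 from edgeR's quasi-likelihood test). RCAN2 had a log2 fold change of -3.07 (standard error 0.26, adjusted p = 0.00202), and ABCC9 of -3.03 (standard error 0.35, adjusted p = 0.00328). NPPA and KCNN1 were at -2.00 and -1.89. With replicates 1 and 2 only TNNI3 was at -2.16, ABCC9 at -1.79 and KCNN1 at -1.09, the last short of 5% FDR. In cluster V, FHL2 was lowest (log2 fold change -4.36, standard error 0.42, adjusted p = 0.00222; -3.15 with replicates 1 and 2 only) and ITGB1BP2 least low (-2.35, standard error 0.24, adjusted p = 0.00244). At 8-fold and 1% FDR, 3 of 5 cluster IV and 5 of 9 cluster V genes were called over all genes tested, and 3 and 6 when adjusted over the list alone. At 5% FDR 4 of 5 and 9 of 9 passed. By both adjustments 4 of 5 and 8 of 9 were called in NKX2-5 shRNA cells, among them TRIM63 at -6.81 and MYPN at -7.16. HTR1B, at -1.64, and ABCC9, at -2.22, were short of 8-fold. With WT replicates 1 and 2 only ABCC9 was at -0.29. Of the cardiac TFs in ZEB2 shRNA cells at day 10, MEF2C was at a log2 fold change of -2.61 (standard error 0.22, adjusted p = 0.00202) and TBX20 at -1.98 (standard error 0.32, adjusted p = 0.00788), while ISL1 was at 0.17 (standard error 0.20). TBX20 was at -1.41 with all 4 replicates realigned, and at -0.91 and short of 5% FDR with replicates 1 and 2 only. From these 2 clusters, the paper concludes that ZEB2 shRNA cells do not activate terminal differentiation genes for contraction and excitation.

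**Figure D3:**
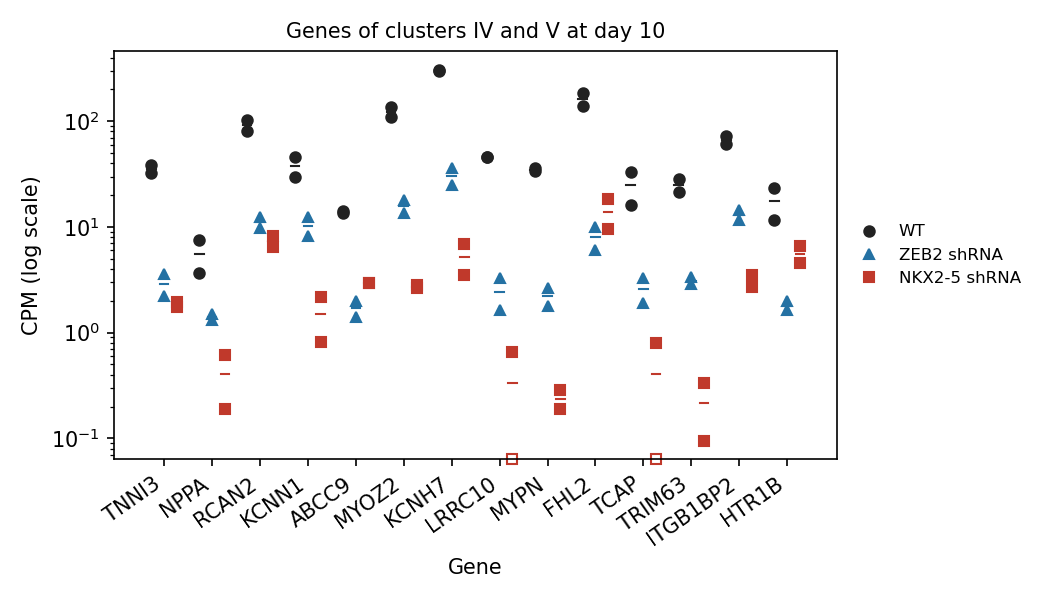
CPM on a log axis of 5 cluster IV and 9 cluster V genes at day 10 in WT and ZEB2 shRNA cells (replicates 3 and 4) and NKX2-5 shRNA cells, with 1 point per library, a short line at the mean of 2 libraries, and an open symbol on the lower edge for a library with 0 counts. Both ZEB2 shRNA libraries lie under both WT libraries for all 14 genes.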

### ZNF503 and NKX2-5 may repress alternative cell fates

The above results show that NKX2-5 and ZNF503 shRNA cells fail to become CMs. To characterize the identity of the cells in these differentiated cultures, we examined their gene expression patterns. 

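Cluster VI holds 164 genes, of which 162 were matched. From day 0 to day 10 their median log2 fold change was 7.46 ± 0.352 (SD between replicates, n = 2) in NKX2-5 shRNA cells, with 162 of 162 genes higher (7.36 with genes at the limit of detection set to their bound). In WT cells the median was 4.26 ± 0.580, with 150 of 158 genes higher (3.97 with such genes at their bound), and it was 3.72 without WT day 10 replicate 3. The ZEB2 shRNA median was 4.73 ± 0.0158, and it was 4.76 to 5.25 with 1 library left out. In the direct comparison with WT at day 10 the NKX2-5 shRNA median was 3.93 ± 0.654, with 155 of 162 genes higher and 139 of 162 different at 5% FDR. With all 4 WT replicates realigned it was 3.43, and with replicates 1 and 2 only it was 3.22.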

A cluster of genes (VI) are robustly increased at day 10 in NKX2-5 shRNA cells but weakly in WT cells (Fig 3B). Interestingly, biological pathway analysis reveals an enrichment for erythrocyte and platelet functions (S2 Table), suggesting that NKX2-5 shRNA cells differentiated along the haemaotpoietic lineage. 

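Transcripts of 6 hemoglobin genes and 4 platelet genes were compared between NKX2-5 shRNA and WT cells at day 10. HBG1 lies on chromosome 11 from 5269499 to 5271087, HBA2 on chromosome 16 from 222875 to 223709 and HBA1 beside it from 226679 to 227521. HBG1 and HBG2, and HBA1 and HBA2, are near-identical pairs, so mapping with 1 best hit per read leaves the split between the members of a pair uncertain. HBG1 was at 586.8 ± 51.5 CPM (SD, n = 2) in NKX2-5 shRNA cells, a log2 fold change of 5.37 against WT (standard error 0.83, adjusted p = 0.00249 from edgeR's quasi-likelihood test). HBZ had a log2 fold change of 5.86 (standard error 0.89, adjusted p = 0.00226), HBG2 of 5.41, HBE1 of 5.20, HBA1 of 5.04 and HBA2 of 4.87. Among the platelet genes PLEK had a log2 fold change of 5.34 (standard error 0.51, adjusted p = 0.000452), PF4 of 4.74, TF of 3.71 and MMRN1 of 3.54. All 6 hemoglobin and all 4 platelet genes were higher in each replicate and called at 8-fold and 1% FDR, over all genes tested and adjusted over the list alone. WT replicate 3 held more of these transcripts than WT replicate 4. Without it the log2 fold changes of HBG1, HBG2, HBZ and HBA1 were 7.72, 7.87, 7.52 and 7.21.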

In support of this conclusion, day 10 NKX2-5 shRNA cells expressed high levels of hemoglobin subunits (HBG1, HBG2, HBE1, HBZ, HBA1, HBA2) indicative of erythrocytes and components involved in platelet degranulation and hemostasis (MMRN1, PF4, PLEK, TF) (Fig 4B and S2 Table). In support of increased specification of the haematopoietic lineage of NKX2-5 shRNA cells, these cells increased expression of essential TFs involved in the specification of erythrocytes and platelets including GATA1, KLF1, FLI1, RUNX1 and TAL1 (Fig 4B) [38]. 

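GATA1 lies on chromosome X from 48644948 to 48652718, and RUNX1 on chromosome 21 from 36160098 to 37376965. In NKX2-5 shRNA cells at day 10 GATA1 was at 15.1 ± 8.39 CPM (SD, n = 2), a log2 fold change of 5.76 against WT (standard error 0.67, adjusted p = 0.00134). RUNX1 had a log2 fold change of 4.41 (standard error 0.53, adjusted p = 0.000988), TAL1 of 4.21 (standard error 0.38, adjusted p = 0.000395), KLF1 of 3.42 (standard error 0.52, adjusted p = 0.00234) and FLI1 of 3.38 (standard error 0.34, adjusted p = 0.000545). All 5 were higher than WT in each replicate and called over all genes tested and adjusted over the list alone. RUNX1 was also called in ZEB2 shRNA cells at day 10 (3.67, standard error 0.52, adjusted p = 0.00533; 0.86 and short of 5% FDR with replicates 1 and 2 only), while both libraries held 0 counts of GATA1. From cluster VI and these genes, the paper proposes that NKX2-5 shRNA cells were specified along the haematopoietic lineage.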

The confirmation that NKX2-5 shRNA cells increased specification along the haematopoietic lineage does require additional experimentation, including single cell analyses of cell surface markers characteristic of erythrocytes and platelets. However, a role for NKX2-5 in the repression of the haematopoietic/erythroid molecular program is consistent with a previous description in mouse development and embryonic stem cell differentiation [39].

Interestingly, biological pathway analysis of cluster VI genes revealed an enrichment for genes involved in lipid digestion, mobilization and transport genes characteristic of hepatic cells (S2 Table). In addition, a seventh cluster of genes (VII) is enriched in ZNF503 and NKX2-5 shRNA cells and these genes are similarly enriched for lipid metabolic functions (S2 Table). This suggests that NKX2-5 and ZNF503 shRNA cells are increasing expression of genes characteristic of hepatic cells. In support, we found that genes characteristic of the hepatocyte cell lineage such as ALB, APOC2 and FABP1 in cluster VI and AFP, APOA2, RBP4 and TTR in cluster VII are upregulated in NKX2-5 and ZNF503 shRNA cells (Fig 4C) [40]. 

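ALB lies on chromosome 4 from 74262831 to 74287199, with AFP beside it from 74296855 to 74321891, and APOA1 lies on chromosome 11 from 116706467 to 116708338. S2 Table states 46 rows for cluster VII and the copy read here holds 20, so no median was taken over that cluster. At day 6 all 8 hepatocyte genes (ALB, AFP, APOA1, APOA2, APOC2, FABP1, RBP4, TTR) were higher than WT in NKX2-5 shRNA cells, by log2 fold changes from 1.91 (ALB) to 3.52 (RBP4). APOA1 was at 1149 ± 63.7 CPM (SD, n = 2) against 112.0 ± 64.1 CPM in WT (log2 fold change 3.35, standard error 0.33, adjusted p = 4.8e-06). All 8 passed 5% FDR, and 3 passed 8-fold and 1% FDR over all genes tested and adjusted over the list alone. APOA1 in ZNF503 shRNA cells at day 6 had a log2 fold change of 3.16 (standard error 0.33, adjusted p = 8.1e-06) and was the 1 gene called by either adjustment. AFP, APOA2, FABP1, RBP4 and TTR passed 5% FDR, with log2 fold changes from 1.16 (APOA2) to 2.96 (TTR). APOC2 (1.37, standard error 0.84, adjusted p = 0.183) and ALB (0.60, standard error 0.42, adjusted p = 0.243) did not, and ALB was at -0.21 without ZNF503 shRNA replicate 2. At day 10 in NKX2-5 shRNA cells the 8 genes were higher than WT by log2 fold changes from 2.44 (FABP1) to 4.24 (TTR). Over all genes tested 6 were called, and 7 when adjusted over the list alone. These counts are against WT replicates 3 and 4. WT replicates 1 and 2, realigned, both held more ALB, AFP, APOA1, APOA2 and RBP4 than either of them, but not more TTR, APOC2 and FABP1. APOA1 was at 485.1 and 730.6 CPM in WT replicates 1 and 2, against 257.9 and 86.14 CPM in replicates 3 and 4. ALB was at 4.23 (standard error 1.07), at 1.39 without NKX2-5 shRNA replicate 1, and at 2.64 and short of 5% FDR with WT replicates 1 and 2 only. FABP1 passed 5% FDR (adjusted p = 0.0485) but not with all 4 WT replicates realigned, and was at 0.79 without NKX2-5 shRNA replicate 2. From clusters VI and VII and these genes, the paper proposes that NKX2-5 and ZNF503 shRNA cells increase expression of genes characteristic of hepatic cells.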

To further characterize the increased expression of a hepatic cell molecular program in the absence of NKX2-5 and ZNF503, we examined the time course of expression of genes involved in endoderm formation [41]. 

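The endoderm list held SOX17, FOXA1, FOXA2, HNF4A, GATA3 and GATA6. SOX17 lies on chromosome 8 from 55370495 to 55373452 and FOXA1 on chromosome 14 from 38058757 to 38065264. In NKX2-5 shRNA cells at day 6 SOX17 was at 34.7 ± 4.98 CPM (SD, n = 2) against a mean of 6.52 CPM in WT, a log2 fold change of 2.39 (standard error 0.23, adjusted p = 4.2e-06 from edgeR's quasi-likelihood test). FOXA1 had a log2 fold change of 1.24 (standard error 0.21, adjusted p = 0.000425) and HNF4A of 3.03. All 6 were higher than WT and passed 5% FDR, and 1 passed 8-fold and 1% FDR over all genes tested and adjusted over the list alone. From day 6 to day 10 in these cells 5 of the 6 genes fell, by log2 fold changes from -0.28 (GATA6) to -3.32 (SOX17, standard error 0.42). HNF4A was at -1.42 and FOXA2 at -0.74. FOXA1 rose by 0.91 (standard error 0.27). At day 10, SOX17, FOXA1 and HNF4A were still higher than in WT cells, by log2 fold changes of 2.43, 4.64 and 3.84. With WT replicates 1 and 2 only SOX17 was at 1.16 and short of 5% FDR.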

We show robust activation of most definitive endoderm genes at day 6 of differentiation, including SOX17, FOXA1, FOXA2 and HNF1A in NKX2-5 shRNA cells that mostly diminish by day 10 of differentiation [41]. Other definitive endodermal genes including GATA3 and GATA6 are increased in all cells which likely reflects their additional activity in the cardiac lineage [42,43]. 

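GATA3 lies on chromosome 10 from 8087341 to 8117161 and GATA6 on chromosome 18 from 19749550 to 19782491. From day 0 to day 6 GATA3 rose by a log2 fold change of 5.80 (standard error 0.41) in WT cells, 5.81 (0.42) in NKX2-5 shRNA cells, 5.01 (0.22) in ZEB2 shRNA cells and 8.30 (0.27) in ZNF503 shRNA cells. GATA6 rose by 7.32 (standard error 0.21), 11.09 (0.32) and 5.30 (0.16) in the first 3 of these. It was at least 3240.0-fold higher at day 6 in ZNF503 shRNA cells, since both day 0 libraries held 0 counts. Each rise was called over all genes tested and adjusted over the list alone. Against WT at day 6, GATA6 was higher in ZNF503 shRNA cells (log2 fold change 1.04, standard error 0.11, adjusted p = 6.4e-06) and in NKX2-5 shRNA cells (0.69, standard error 0.11, adjusted p = 0.000156).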

Further, FOXA2 and HNF1A, TFs expressed in differentiated hepatocytes, are highly expressed in NKX2-5 and ZNF503 shRNA cells [40,41]. 

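FOXA2 lies on chromosome 20 from 22561636 to 22566093. At day 6 FOXA2 was at 86.7 ± 1.76 CPM (SD, n = 2) in NKX2-5 shRNA cells, 94.8 ± 1.82 CPM in ZNF503 shRNA cells and 16.3 ± 10.4 CPM in WT. Its log2 fold changes against WT were 2.38 (standard error 0.29, adjusted p = 3e-05) and 2.51 (standard error 0.30, adjusted p = 2.2e-05). All 6 endoderm genes passed 5% FDR in ZNF503 shRNA cells, and 1 was called at 8-fold and 1% FDR over all genes tested and adjusted over the list alone, HNF4A (3.15). At day 10 in NKX2-5 shRNA cells FOXA2 was higher than WT by 4.58 (standard error 0.43, adjusted p = 0.000448), by 2.89 with all 4 WT replicates realigned and by 2.06 with WT replicates 1 and 2 only. From the hepatocyte and endoderm genes, the paper concludes that NKX2-5 and ZNF503 act to repress endodermal expression patterns.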

In total, these results show that an important role of the cardiogenic genes NKX2-5 and ZNF503 is the repression of gene expression patterns characteristic of endodermal cell fates including hepatocytes.

## Conclusions

We show that the distribution of histone marks found within differentiating human and mouse ESCs predicts genes critical for CM differentiation, with the best predictions provided by the overlapping mouse and human candidates. A recent study used whole exome sequencing of patients with congenital heart defects (CHD) to show that ~2% of the human genome is associated with CHD [44]. We show that 36 of 98 (36.7%) overlapping candidate genes are associated with exome mutations that lead to CHD, thereby underscoring the importance of integrating orthologous data sets to improve candidate gene expression models. Furthermore, a recent study showed that conserved epigenetic signatures are enriched for genetic variants associated with Alzheimer’s disease [45]. An RNAi-based screen of the *Drosophila* orthologs of the mammalian genes uncovered multiple novel cardiogenic regulators. When two of these newly-identified cardiogenic genes were tested in differentiating human ESCs, both were shown to play essential roles in the specification of the cardiac lineage. These results confirm the value in integrating functional data sets from multiple species to identify the most conserved developmental pathways. We further show that ZEB2 activates terminal CM differentiation events required for CM structure and function whereas ZNF503 and NKX2-5 are required for specification of the cardiac lineage. As mutations in ZEB2 have been reported in Mowat-Wilson syndrome, a congenital anomaly that presents with CHD, this newly-discovered role of ZEB2 provides novel insights into its role in CHD [46]. Furthermore, this work describes an uncharacterized role for ZNF503 in specification of the cardiac lineage. In addition, we show that an important factor of cardiac lineage specification in human ESCs is the repression of alternative gene expression programs by TFs such as ZNF03 and NKX2-5. In total, these results demonstrate the utility of combining orthologous genomic data sets with empirical testing and transcriptome profiling in differentiating ESCs to identify the genes and gene regulatory networks that characterize the human cardiac lineage.

## Supporting Information

S1 Fig Histone mark distribution of potential cardiogenic genes. The distribution of the indicated histone modifications to the genomic region surrounding human ZNF503 (A) and ZEB2 (B) at the ESC or CP state. Genomic coordinates (hg19) are indicated for human chromosome 10 (A) and 2 (B). Brackets indicate scale of peak.
(TIF) Click here for additional data file.

S2 Fig Gene expression across differentiation of human ESCs along the cardiac lineage. (A) Real-time PCR analysis of the indicated genes at days 0, 2, 4, 6 and 10 and for the candidate cardiogenic genes ZEB2 and ZNF503 (B) following differentiation of H1 ESCs along the cardiac lineage. Gene expression was normalized to the housekeeping gene GAPDH. The comparative Ct method was used to compare expression differences between day 0 and the other days. Error bars represent standard deviation of triplicate PCR reactions. Representative results of 2 experiments.
(TIF) Click here for additional data file.

S3 Fig shRNA knockdown of NKX2-5, ZNF503 and ZEB2 in human ESCs. Real-time PCR analysis of the indicated genes following directed differentiation of H1 ESCs along the cardiac lineage in the presence of shRNAs targeting NKX2-5, ZNF503 and ZEB2. Gene expression was normalized to the housekeeping gene GAPDH. The comparative Ct method was used to compare expression differences between WT to shRNA knockdown. Representative results of 2 experiments.
(TIF) Click here for additional data file.

S1 Table Candidate cardiogenic genes identified based on an epigenetic gene expression of human and mouse ESCs. Genes, function and gene ontology analysis is shown.
(XLSX) Click here for additional data file.

S2 Table Gene expression clusters of human ESCs. Expression differences for different genes across time and genetic perturbation of H1 ESCs differentiating along the cardiac lineage. Reactome pathway analysis of those clusters is shown.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

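RNA sequencing counts were read for H1 human ESCs that carried an shRNA against NKX2-5, ZEB2 or ZNF503, and for WT cells, which carried an shRNA against GFP or an empty vector. Samples were taken at days 0, 2, 6 and 10 of differentiation toward cardiomyocytes. Each group held 2 libraries, except that WT and ZEB2 shRNA cells at day 10 held 4 each. The 34 libraries came from 15 groups. ZNF503 shRNA cells at day 10 were not analysed here, and the paper states that this sample was discarded.

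The values are raw read counts, in whole numbers. According to the authors' methods, the counts were made before deposit by mapping stranded paired-end reads to hg19 (GRCh37) with Tophat, 2 mismatches and 1 best hit per read, and by counting reads per RefSeq gene region with RSeQC. They were read as deposited by the authors, with no normalization and no filter found in the values: rows with 0 counts are kept, and totals differ between libraries. The counts cover 41627 RefSeq transcript accessions. Rows of 1 gene share reads, so they were not added up. Gene symbols came from the RefSeq annotation of the same genome, which matched 40285 accessions (96.8%, with 97.1% of the counts). The 1342 others were left out. Of the 23189 symbols, 7913 had more than 1 accession, at most 77, and the row with the largest total over all libraries was taken for each. That choice uses no group labels.

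In 4 columns, WT and ZEB2 shRNA cells at day 10 replicates 1 and 2, the table has 1077 rows more than accessions and the values do not follow them. Comparisons at day 10 were planned on all 4 replicates before the data were examined. They were changed to replicates 3 and 4 after this was seen, and the values for all 4 and for replicates 1 and 2 alone are given beside them. The columns of S2 Table for day 10 correlated most with replicates 3 and 4 of these groups (best r from 0.986 to 0.996 over all its columns), and each of its other columns with the library of the same name. For the 2 added comparisons, rows were matched to accessions in order by a pair hidden Markov model on log counts, and rows with a posterior of at least 0.9 were kept. This kept 39616 rows (95.2%) and 21738 symbols, and the Spearman correlation with replicate 3 rose to between 0.955 and 0.964. Part of that rise is built in, since rows were matched on these levels. The matching was tested on simulated data, made by deleting rows from libraries whose order is known. Of the rows kept, 99.97% were right between replicates and 99.7% were right between day 6 and day 10 libraries.

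Differential expression was computed with R 4.3.3 and edgeR 4.0.16: TMM normalization, filterByExpr on the groups of the fit, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over all genes tested and edgeR's default prior count of 0.125. Groups of 1 day were fitted together for comparisons with WT and between shRNA lines, groups of 1 line for changes over time, and all groups of days 0 and 2 for the interaction term. Genes were called at 2-fold and 10% FDR at day 0, 4-fold and 10% FDR at day 2, and 8-fold and 1% FDR at days 6 and 10, the paper's thresholds. For changes over time those of the later day were used. The standard error of a log2 fold change is its size divided by the square root of F. A group whose libraries all hold at most 3 counts of a gene was treated as at the limit of detection. Remaining expression of a targeted gene is the mean CPM in shRNA cells as a percent of the WT mean, with the SD between the shRNA replicates.

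Libraries of different groups share replicate numbers, and no label says that a number marks a shared batch. The replicate block was an alternative and not the model used. At day 10 it was fitted on WT and ZEB2 shRNA cells alone.

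Named genes were chosen by a rule: each gene that the results text or Fig. 4 names from the RNA sequencing, the 3 targeted genes and the real-time PCR markers of S2 Fig. To these were added, for each knockdown comparison, up to 2 genes with the largest rise and up to 2 with the largest fall among called genes whose libraries do not overlap and whose mean is at least 1 CPM in the higher group. Of the genes under these rules 4 are not reported here, and counts over lists are without them. The comparisons shown for each list follow the paper's statements, but were set after levels per library had been looked at. For lists, counts of called genes are given over all genes tested and adjusted over the list alone. Clusters I to VI of S2 Table are described by medians and counts without a test, since they were drawn from these samples. The SD given with a cluster median is that of library medians of log2 CPM within groups, pooled over the 2 groups compared. Cluster VII is held only in part and received no median.

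The 3 lists of candidate genes in S1 Table were tested as sets with camera of limma 3.58.1 (inter-gene correlation 0.01), adjusted over all lists and comparisons. Of them 98 overlap genes, 199 genes of the human list and 374 genes of the mouse list were matched. For calls lost without members of clusters I to VI, as many members were left out at random in 200 draws. For the overlap of calls between shRNA lines that share WT libraries, calls of comparisons without a library in common were counted, and 20 simulations of unchanged groups gave the correlation that shared libraries bring. Single libraries were compared with the others of their group only where the group held 4, by Dixon's ratio (limit 0.829). For values of S2 Table, CPM with a pseudocount of 2 was used, the one of 6 pseudocounts tried that came nearest to the table, chosen after seeing the data.

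The fits were tested on simulated data in which 200 genes were changed. At the FDR of the day, edgeR recovered 95% of them at day 0, 96% at day 6, 74.5% at day 10 and 88.5% in the interaction term, and DESeq2 recovered 92.5%, 92%, 76% and 86%. Totals over all rows ran from 20674907 to 181886299 counts, and the lowest total on genes was at day 10. Where a group held 3 counts or fewer of a gene, the depth permits a limit and no level.

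These alternatives were tried: DESeq2 1.42.0 with its own size factors, totals without TMM factors, no filter beyond 1 count, 1 fit of all groups, the exact test, a replicate block, all rows as deposited, 2 other sets of thresholds, and leaving out each replicate. For the clusters they included the difference of mean log2(CPM + 1), and for the candidate lists fry, an estimated correlation and members outside clusters I to VI. The 2 realigned sets at day 10 and the medians with genes at their bound were added after seeing the data. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No gene was removed for its function or place in the genome.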

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

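Of the tests in this part, the pair on cluster II genes and the one on shared WT libraries were chosen only after the result was seen. The tests on day 10 replicates were set earlier, though the realigned replicates themselves were added after seeing the data.

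By an interaction term, the change from day 0 to day 2 differed from that in WT cells for 162 genes in NKX2-5 shRNA cells, 87 in ZEB2 shRNA cells and 589 in ZNF503 shRNA cells, which is a difference between groups. With 1 fit of all libraries the counts were 76, 45 and 461. Library size was tested on cluster II, whose genes are lower in ZNF503 shRNA cells at day 2. The replicate whose total lies nearest to WT (20897109 counts) had a median difference of -1.40, and the other (87850810 counts) of -1.57, where the WT replicates differ by 0.105. This argues against library size as the cause. A share of undifferentiated cells among WT-like cells would lower strongly induced genes alike. Over 65 such genes the interquartile range of the log2 ratio to WT was 1.69 in ZNF503 shRNA cells, 0.353 in ZEB2 shRNA cells and 0.839 in NKX2-5 shRNA cells, which argues against such a share as the whole cause. Open explanations are an effect of the targeted gene, which was not detectably lower in ZNF503 shRNA cells at day 2, and differences between the lines that were present at day 0. The libraries hold 1 shRNA line per gene, so these were not tested apart. The 3 comparisons also share their WT libraries.

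CER1 and LHX1 differed in this way among the mesendodermal genes, again a difference between groups. The difference in log2 fold change of CER1 was 2.39 in NKX2-5 shRNA cells and 2.82 in ZNF503 shRNA cells, and that of LHX1 was -2.62 in ZEB2 shRNA cells and -2.29 in ZNF503 shRNA cells. Leaving out 1 library at a time kept all 4 on their side of 0, from 1.96 to 2.88, 2.56 to 3.05, -3.01 to -2.03 and -2.61 to -1.81. Day 0 levels enter these values: CER1 was at 4.14 CPM in WT, 1.51 CPM in NKX2-5 shRNA and 0.198 CPM in ZNF503 shRNA cells, and LHX1 at 0.821 CPM in WT and 5.44 CPM in ZEB2 shRNA cells. At day 2 LHX1 in ZEB2 shRNA cells was at 321.6 CPM against 293.8 CPM in WT, so its smaller rise goes with a higher start. LHX1 in ZNF503 shRNA cells was lower than WT at day 2 as well, at 28.8 CPM. These starts rest on 9 to 186 counts of CER1 per library in the 3 groups. Both replicates of each shRNA line lie on 1 side of both WT replicates for the day 0 levels given. Whether the starts differ through the targeted gene or through the history of each line was not tested.

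Direct comparisons between shRNA lines gave 65 genes at day 6 for NKX2-5 against ZNF503 shRNA cells (39 higher, 26 lower), 755 for NKX2-5 against ZEB2 shRNA cells (176 higher, 579 lower) and 331 for the latter pair at day 10 (128 higher, 203 lower). With all 4 ZEB2 shRNA replicates realigned the last count was 361 (191 higher, 170 lower), and with replicates 1 and 2 only it was 774 (420 higher, 354 lower), so the larger share turned from lower to higher. These are differences between groups. At day 10 the totals without TMM factors moved the median of all genes in the last comparison by -0.146 and gave 341 genes. DESeq2 gave 76, 732 and 622 genes. NKX2-5 and ZNF503 shRNA cells were close at day 6 by comparison with WT, where they share called genes. Shared WT libraries were tested as the source of that overlap (475 genes) by a pair of comparisons without a library in common, NKX2-5 shRNA against ZEB2 shRNA cells and ZNF503 shRNA against WT cells. These shared 347 genes, 342 of them in the same direction, which argues against shared libraries as the whole cause. A common failure to form cardiac cells stays open as a biological explanation and was not tested.

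The ZEB2 shRNA comparison with WT at day 10 gave other counts by replicate pair. Replicates 1 and 2, whose rows do not follow the accessions, gave 79 genes after realignment (14 higher, 65 lower), a signal in libraries that S2 Table does not use, all 4 replicates gave 138 (55 higher, 83 lower), and replicates 3 and 4 gave 248 (166 higher, 82 lower). The effect in replicates 3 and 4 differed from that in replicates 1 and 2 for 83 of 16385 genes (81 more positive in replicates 3 and 4, 2 more negative), 12 of them in cluster VI and 1 in cluster V. This is a difference between groups of replicates. An error in matching rows to accessions was tested by comparing rows as they stand: replicates 1 and 2 gave 406 rows and replicates 3 and 4 gave 1037. The gap is there without any matching, which argues against that error as its cause. Library size was tested by thinning replicates 3 and 4 to the totals of replicates 1 and 2, which gave 957 rows and argues against it. Of the 35 splits of the 8 libraries into groups of 4, 1 gave at least 130 genes, the real one itself (on the genes common to all). The split that follows the replicate pairs gave 104, the most of the others, whose median was 0, so a difference between replicate pairs runs alongside that between ZEB2 shRNA and WT cells. The fit of all 4 replicates (138 genes) held no term for the replicate pair. Within pairs, 235 genes were called with replicates 3 and 4 and 78 with replicates 1 and 2, 38 of them in both, and 223 of the 235 moved in the same direction in replicates 1 and 2. Between the pairs 291 genes differed in WT cells and 300 in ZEB2 shRNA cells, with r = 0.591 between the 2 sets of changes. A batch of culture or sequencing that differs between the pairs may account for the 83 genes. No label names one, and no biological explanation was tested, since the replicates share their condition.

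In groups of 4 at day 10, 1 library stood apart from the other 3 by Dixon's ratio for 8 of 141 groups of values. Chance gives about 1 in 20, that is, about as many. CPM values here come from the realigned set. GSC was at 0.335 CPM in WT replicate 1 and TBXT at 0.239 CPM in WT replicate 2, against 0 CPM in the other 3 libraries. GSC and GATA1 were at 0.0797 CPM in ZEB2 shRNA replicate 1, again against 0 CPM. All 4 are near the limit of detection and exclude nothing. HTR1B was at 23.9 CPM in WT replicate 4, against 10.7 and 11.6 CPM in WT replicates 1 and 2. WT replicate 3 stood apart for 3 blood-related genes: HBZ at 3.66 CPM, HBA2 at 7.11 CPM and MMRN1 at 3.35 CPM. Its hemoglobin transcripts weigh on comparisons with WT at day 10, and without it the cluster VI median in ZEB2 shRNA against WT cells was 2.22. What set that library apart was not tested, and no biological explanation was tested for single libraries, since the replicates share their condition.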

How the results depend on the processing

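No test in this part was chosen only after the result was seen, apart from those on candidate genes, the 2 realigned sets at day 10 and the medians with genes at their bound, which were added after seeing the data. Unless a sentence names a cause, the cause was not tested.

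For 297 named genes and comparisons, 2215 values under alternatives other than leaving out a replicate were computed. Of these 2082 kept their direction and their side of 5% FDR, 45 lost the call, 75 gained it and 13 reversed. Of 1288 values with a replicate left out, 24 reversed and 155 moved by more than the spread between replicates without reversing. Every count of called genes stayed within 1.5 times its value without TMM factors, and all but 1 did so without a filter. No comparison between 2 groups has more than 2 libraries in each, apart from the realigned set of 4. Leaving out a library then leaves 1 in its group, and only fold changes are given for such fits. These were not run: replicates 1 and 2 of WT and ZEB2 shRNA cells at day 10 as they stand by accession, and those 4 libraries in the fit of all libraries, which therefore held 30. The replicate block could not be fitted for comparisons with NKX2-5 shRNA cells at day 10 or for WT cells at day 10 against day 0.

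With all rows as deposited in place of 1 per gene, each transcript of a gene counts, so the counts rise by construction. Against WT in the order NKX2-5, ZEB2 and ZNF503 shRNA they were 1373, 746 and 789 at day 0, 366, 34 and 887 at day 2, and 1568, 139 and 1262 at day 6. At day 10 they were 2492 and 505 for the first 2 lines. WT cells against day 0 gave 2762, 3378 and 4939 at days 2, 6 and 10. The interaction term gave 321, 188 and 1128. Between lines the counts were 111 (NKX2-5 against ZNF503 shRNA, day 6), 1434 (NKX2-5 against ZEB2 shRNA, day 6) and 626 (day 10).

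At 5% FDR with no fold-change threshold the counts in the same order were 2681, 664 and 1272 at day 0, 4403, 81 and 4443 at day 2, 8076, 1810 and 9165 at day 6, and 7460 and 3100 at day 10. WT cells gave 7587, 10486 and 12704, the interaction term 692, 318 and 4332, and the comparisons between lines 2422, 7295 and 3628. The overlap at day 6 was 6589 genes. At 8-fold and 1% FDR at every day they were 33, 21 and 24 at day 0, 38, 7 and 142 at day 2, 581 in WT cells at day 2, and 22, 14 and 116 in the interaction term. Lower or higher thresholds move these counts by construction.

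Other tests moved fewer counts. ZEB2 shRNA against WT at day 10 (248 genes) gave 435 with DESeq2, 611 with the exact test, 578 with all libraries in 1 fit and 478 with a replicate block. NKX2-5 against ZEB2 shRNA at day 10 (331 genes) gave 622, 728 and 813 with the first 3. For ZEB2 shRNA against WT, the exact test and the block held no NKX2-5 shRNA libraries. The fit that gave 248 genes shared its estimate of spread with them, and their replicates differed most of all groups (chi-square per gene 107). DESeq2 and the 1 fit held them and gave more genes too, so their weight on this count was not told apart from the change of test. ZEB2 shRNA at day 2 (22 genes) gave 48 with the exact test and 41 without a filter. With all libraries in 1 fit, ZNF503 shRNA at day 0 gave 240 genes, and the interaction term gave 76 in NKX2-5 and 45 in ZEB2 shRNA cells.

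Replicate numbers were checked for pairing: over 15351 genes at a mean of at least 1 CPM, residuals of replicates with the same number had a median correlation of r = 0.0182 over 19 pairs of groups (from -0.275 to 0.398). The 4 values over 0.1 were all among the 6 pairs at day 2 (0.103, 0.115, 0.168 and 0.398), where the other 2 were 0.0569 and 0.00102, so libraries of that day deviate together in part. With a replicate block, the counts at day 2 were 200, 30 and 461 in NKX2-5, ZEB2 and ZNF503 shRNA cells. Among the mesendodermal genes at day 2 the block let TBXT (-0.46, adjusted p = 0.00578) and FGF17 (-0.28, adjusted p = 0.00509) pass 5% FDR in NKX2-5 shRNA cells, and in ZEB2 shRNA cells none of the 7 passed it (lowest adjusted p = 0.233, for TBXT). MIXL1 passed it in the interaction term of NKX2-5 shRNA cells (1.60, adjusted p = 0.0325).

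With the use of the day 10 replicates the balance of directions changed as well: in NKX2-5 shRNA against WT cells 759 genes were higher and 484 lower, and with WT replicates 1 and 2 only 474 were higher and 555 lower. In ZEB2 shRNA against WT cells 166 were higher and 82 lower, with all 4 replicates realigned 55 and 83, and with replicates 1 and 2 only 14 and 65. Without TMM factors, 240 of the 305 genes called in ZEB2 shRNA cells at day 10 were higher (78.7%, against 66.9% with them).

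The use of the day 10 replicates changed results for WT and ZEB2 shRNA cells. With all 4 realigned, ZEB2 shRNA against WT gave 138 genes and remaining ZEB2 expression was 43.9%. The WT median of cluster I at day 10 was -4.00, and that of cluster IV from day 6 was 1.19. In ZEB2 shRNA cells cluster IV was at 0.65 from day 6, cluster VI at 4.75 from day 0 and 0.92 against WT, and cluster III at -1.64 against WT. Cluster IV in NKX2-5 shRNA against WT cells was at -2.66. With replicates 1 and 2 only, the counts were 79 (ZEB2 shRNA against WT) and 774 (NKX2-5 against ZEB2 shRNA), and remaining ZEB2 expression was 36.9%. Cluster I in WT cells was at -3.82, cluster III in ZEB2 shRNA against WT cells at -1.42, and cluster VI at 4.26 in ZEB2 shRNA cells from day 0 and at 3.22 in NKX2-5 shRNA against WT cells. Cluster VI in ZEB2 shRNA against WT cells reversed to -0.092. Single genes that reversed in ZEB2 shRNA against WT cells were ALB (-0.54 with all 4, -1.09 with replicates 1 and 2), and with replicates 1 and 2 AFP (-0.52), APOC2 (-0.81) and FABP1 (-1.27). Matching errors and library size were tested as causes for the counts above.

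Without TMM factors remaining ZEB2 expression at day 10 was 55.8%. The cluster I median from day 0 was -1.06 at day 2 and -3.84 at day 6 in WT cells, -0.98 and -3.41 in ZEB2 shRNA cells, and -0.15 in NKX2-5 shRNA against WT cells at day 2. Cluster II at day 2 was at 4.38 in WT cells, 2.49 in ZNF503 shRNA cells and -0.026, reversed, in NKX2-5 shRNA against WT cells. In ZEB2 shRNA against WT cells at day 10 clusters III, IV and V were at -1.60, -0.68 and -1.49. Cluster IV in ZEB2 shRNA cells was at 0.63 from day 6 and cluster VI at 4.97 from day 0. LHX1 in NKX2-5 shRNA cells at day 2 reversed to -0.021, FGF17 in ZEB2 shRNA cells at day 2 to -0.013, its interaction term to -0.037, and GATA6 in ZEB2 shRNA cells at day 10 to 0.011. In these 4 comparisons the median of all genes shifted by -0.129, -0.0201, -0.0471 and 0.182. These reversals and that of cluster II therefore go with a shift of all genes.

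The difference of mean log2(CPM + 1) shrinks fold changes of low values by construction. Cluster I from day 0 was at -2.95 (day 6) and -3.33 (day 10) in WT cells, -0.99 in ZEB2 shRNA cells at day 2, and -3.05, -2.66 and -2.87 in NKX2-5, ZEB2 and ZNF503 shRNA cells at day 6. In NKX2-5 shRNA against WT cells at day 2 it was at 0.0099, reversed. Cluster II at day 2 was at 3.30 in WT cells, 3.49, 3.20 and 1.52 in the 3 lines, and -1.37 in ZNF503 shRNA against WT cells, and at day 6 it was at 0.28 in WT cells. Cluster III at day 6 was at 6.36 in WT cells, 0.81, 5.22 and 1.73 in the lines, and -4.88 and -4.33 in NKX2-5 and ZNF503 shRNA against WT cells. Cluster IV from day 6 to day 10 was at 0.87 in WT cells and 0.21 in NKX2-5 shRNA cells, -1.84 against WT in the latter, where cluster V was at 1.29 from day 6. Cluster VI from day 0 was at 1.64 in WT cells, 4.68 in NKX2-5 shRNA cells and 2.76 in ZEB2 shRNA cells, and 3.24 in NKX2-5 shRNA against WT cells. With genes at the limit of detection set to their bound, cluster I in WT cells at day 10 was at -4.36 and cluster II in ZNF503 shRNA cells at day 2 at 2.40.

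With each replicate left out in turn, medians ranged as follows. Cluster I from day 0: -3.91 to -3.81 in WT cells at day 6, -1.17 to -0.98 in ZEB2 shRNA cells at day 2, -3.47 to -3.33 in these at day 6, and -4.28 to -4.00 in NKX2-5 shRNA cells at day 6. Cluster I in NKX2-5 shRNA against WT cells at day 2 was at -0.070 to 0.014. Cluster II from day 0: 4.27 to 4.54 in NKX2-5 shRNA cells and 2.43 to 2.51 in ZNF503 shRNA cells at day 2, and 0.68 to 0.83 in WT cells at day 6. At day 2 against WT it was at -0.0082 to 0.087 in ZEB2 shRNA cells and -1.72 to -1.46 in ZNF503 shRNA cells. Cluster III from day 0 to day 6: 7.71 to 8.43 in WT, 2.41 to 2.67 in NKX2-5 shRNA, 6.85 to 7.20 in ZEB2 shRNA and 3.60 to 3.89 in ZNF503 shRNA cells. Against WT it was at -4.89 to -4.55 in ZNF503 shRNA cells at day 6, and at day 10 at -1.98 to -1.63 in ZEB2 shRNA cells and -5.16 to -4.14 in NKX2-5 shRNA cells. Cluster IV: 0.082 to 0.74 in NKX2-5 shRNA cells from day 6 to day 10, and against WT -0.96 to -0.71 in ZEB2 shRNA and -2.62 to -2.30 in NKX2-5 shRNA cells. Cluster V: 1.51 to 2.24 in NKX2-5 shRNA cells from day 6, and -3.90 to -3.10 against WT. Cluster VI from day 0 to day 10: 7.04 to 7.84 in NKX2-5 shRNA and 4.76 to 5.25 in ZEB2 shRNA cells, and 1.20 to 2.22 in ZEB2 shRNA against WT cells, with the highest value without WT replicate 3.

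Single genes changed direction with a library left out. At day 2 against WT the ranges were -0.66 to 0.24 for ZNF503 in ZNF503 shRNA cells, -0.012 to 0.22 for LHX1 in NKX2-5 shRNA cells, and in ZEB2 shRNA cells -0.070 to 0.056 for EOMES, -0.094 to 0.11 for FGF17 and -0.017 to 0.19 for LHX1. EOMES there was also at 0.0018 without a filter and 0.022 with all libraries in 1 fit. In the interaction term they were -0.27 to 0.17 for TBXT in ZNF503 shRNA cells, and for FGF17 -0.66 to 0.61 in NKX2-5 shRNA and -0.77 to 0.51 in ZEB2 shRNA cells, the last at -0.0090 with DESeq2 and -0.011 with a replicate block. ALB in ZNF503 shRNA cells at day 6 was at -0.21 to 1.32. At day 10 GATA6 was at -0.23 to 0.13 in NKX2-5 shRNA cells, and in ZEB2 shRNA cells TF was at -0.88 to 0.95, KLF1 at -1.18 to 0.040, ALB at -0.11 to 1.11 and GATA6 at -0.33 to 0.039.

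For the candidate lists, adjusted p values that crossed 0.05 or went with another direction were these, each with its range over all alternatives run. Mouse list in WT cells, day 6 against day 0: 0.00605, then 0.361 with an estimated correlation, 0.149 outside clusters I to VI (range 0.00127 to 0.361). Mouse list in WT cells, day 10 against day 0: 9.2e-06, then 0.192 with an estimated correlation (range 2.2e-04 to 0.192). Human list in NKX2-5 shRNA cells, day 6: 5.7e-06, then 0.0698 with an estimated correlation, 0.180 outside clusters I to VI (range 3.6e-06 to 0.180). Mouse list in NKX2-5 shRNA cells, day 6: 0.0147, then 0.483 with an estimated correlation, 0.950 outside clusters I to VI (range 0.00751 to 0.950). Overlap list in NKX2-5 shRNA cells, day 6: 2.3e-17, then 0.0659 with an estimated correlation (range 4e-18 to 0.0659). Human list in ZEB2 shRNA cells, day 6: 0.107, then 0.959 outside clusters I to VI (direction reversed) (range 0.0781 to 0.959). Overlap list in ZEB2 shRNA cells, day 6: 0.0449, then 0.202 with fry, 0.531 with an estimated correlation, 0.756 outside clusters I to VI (direction reversed) (range 0.0317 to 0.756). Human list in ZNF503 shRNA cells, day 6: 4.6e-04, then 0.161 with an estimated correlation, 0.681 outside clusters I to VI (range 2.9e-04 to 0.681). Mouse list in ZNF503 shRNA cells, day 6: 0.352, then 0.305 outside clusters I to VI (direction reversed) (range 0.111 to 0.845). Overlap list in ZNF503 shRNA cells, day 6: 5e-11, then 0.134 with an estimated correlation, 0.178 outside clusters I to VI (range 1.2e-11 to 0.178). Human list in NKX2-5 shRNA cells, day 10: 0.0190, then 0.192 with an estimated correlation, 0.498 outside clusters I to VI (range 0.00758 to 0.498). Mouse list in NKX2-5 shRNA cells, day 10: 0.677, then 0.505 outside clusters I to VI (direction reversed) (range 0.505 to 0.877). Overlap list in NKX2-5 shRNA cells, day 10: 5.7e-06, then 0.192 with an estimated correlation, 0.297 outside clusters I to VI (range 0.00704 to 0.297). Mouse list in ZEB2 shRNA cells, day 10: 0.680, then 0.981 with a replicate block (direction reversed) (range 0.178 to 0.981). Overlap list in ZEB2 shRNA cells, day 10: 0.680, then 0.954 with fry (direction reversed), 0.178 outside clusters I to VI (direction reversed) (range 0.178 to 0.954). Taking out members of the clusters leaves fewer genes to test, which lowers power by construction, and takes away genes chosen for their changes in these samples.

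Low counts limit what can be read of the targeted genes at day 0, where they held at most 16 counts in WT cells. The libraries of that day were the deepest by median (52800057 counts on genes, against 21185134 at day 10). The test on simulated data recovered 74.5% of changed genes at day 10, at 1% FDR, and 95% at day 0, at 10% FDR. Depth, the spread between replicates and the threshold were not tested apart as causes.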

Differences from the paper's values

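Every test in this part was chosen before the result was seen, apart from the pseudocount used for values of S2 Table and the realigned sets at day 10, which were chosen after seeing the values.

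The paper states a reduction of at least 90% of the targeted transcripts by real-time PCR, in differentiated cells and without naming a day, so the days below are those of the counts. ZEB2 transcripts in ZEB2 shRNA cells were reduced by 33.6% at day 2, 41.5% at day 6 and 50.5% at day 10 in the counts, against the paper's 90%. Without TMM factors the reductions were 36.4%, 40.5% and 44.2%. With each replicate left out in turn they were 29.8% to 37.5%, 40.2% to 42.8% and 47.8% to 53.0%. ZNF503 transcripts in ZNF503 shRNA cells were reduced by 9.88% at day 2, against the paper's 90%. That value was 15.1% without TMM factors, and from -25.9% to 34.6% with each replicate left out. Neither leaving out TMM factors nor leaving out a replicate closed any of these 4 gaps. Other alternatives set before the data were examined are not given for them. Realigned sets chosen after seeing the data, of all 4 replicates (a level of 43.9% of WT) and of replicates 1 and 2 (36.9% of WT), did not close the gap at day 10 either.

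S2 Table gives log2 values per library. On its scale, log2 of CPM with a pseudocount of 2, 155 differences between groups were compared, and 3 lay beyond the replicate SD. The pseudocount was the best of 6 tried and lies at the edge of those tried. POU5F1 in ZNF503 shRNA against WT cells at day 2 differed by 0.549, against the paper's 0.505. Without ZNF503 shRNA replicate 1 it was 0.519, within the replicate SD of the paper's value. It was 0.457 without TMM factors, and 0.580, 0.556 and 0.543 without ZNF503 shRNA replicate 2, WT replicate 1 and WT replicate 2, none of which closed the gap. FOXO1 in the same comparison differed by 0.493, against the paper's 0.45. The gap was closed without TMM factors (0.405), without ZNF503 shRNA replicate 2 (0.470) and without WT replicate 1 (0.462), but not without ZNF503 shRNA replicate 1 (0.515) or WT replicate 2 (0.523). CER1 in ZEB2 shRNA against WT cells at day 2 differed by 0.082, against the paper's 0.05. Without TMM factors it was 0.018, and with each replicate left out it was 0.072 to 0.092. None of these values closed the gap.

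The paper states that early events of differentiation are normal in all 3 lines. In ZNF503 shRNA cells at day 2 the median log2 fold change of cluster II against WT was -1.55, with 102 of 106 genes lower, and that of cluster I was 0.47, with 279 of 384 genes higher. It states that NKX2-5 and ZNF503 shRNA cells show no activity of cluster III at day 6. The cluster's median rise from day 0 was 2.32 and 3.58 on the log2 scale in these lines, against 7.90 in WT cells. This depends on the unit: by the difference of mean log2(CPM + 1) the rises were 0.81 and 1.73, against 6.36. For ZEB2 shRNA cells it states that many cluster III genes reach similar levels to WT and that a few, among them MEF2C and some myosin genes, are attenuated. At day 6, 70 of 74 were lower here and 57 of 74 different at 5% FDR, with a median of -1.13. Clusters IV and V are said to fail to rise in ZEB2 and NKX2-5 shRNA cells. From day 6 to day 10 their medians rose by 0.46 and 1.06 in ZEB2 shRNA cells and by 0.45 and 2.15 in NKX2-5 shRNA cells, against 1.04 and 1.58 in WT cells. By log2(CPM + 1) they were 0.39 and 1.02, 0.21 and 1.29, and 0.87 and 1.499, in the same order of lines. Cluster VI is described as weakly active in WT cells, where its median rise from day 0 to day 10 was 4.26, against 7.46 in NKX2-5 shRNA cells (1.64 and 4.68 by log2(CPM + 1)). The named hepatocyte genes are said to be higher in ZNF503 shRNA cells at day 6. ALB (log2 fold change 0.60) and APOC2 (1.37) were higher without passing 5% FDR. Endoderm regulators are said to decline mostly by day 10 in NKX2-5 shRNA cells. FOXA1 rose from day 6 by 0.91.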

Other observations

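In this part, the tests on candidate genes and on the replicates of NKX2-5 shRNA cells at day 10 were chosen only after the result was seen. The test on transcript forms of ZEB2 was set earlier.

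The candidate cardiogenic genes of S1 Table were drawn from other studies, and their 3 lists were tested as sets in 21 comparisons, of which 14 were called at an adjusted p under 0.05. By the paper's methods, genes entered the lists only where their expression rose from ESCs to cardiac precursors in those studies. A rise in WT cells here is therefore favoured by how the lists were made. With fry 13 of the 14 held, and with an estimated correlation 4 held. These 4 were the human and overlap lists in WT cells at days 6 and 10, so no call in shRNA cells held with an estimated correlation. The overlap list rose in WT cells by a median log2 fold change of 2.53 at day 6 (80 of 98 genes higher, adjusted p = 8.7e-31) and 3.00 at day 10 (84 of 98). The human list rose by 0.77 and 1.12, and the mouse list by 0.32 and 0.93. Against WT at day 6 the overlap list was lower in NKX2-5 shRNA cells (median -0.99, 23 of 97 genes higher) and ZNF503 shRNA cells (-0.73, 33 of 97 higher), and it was at -0.09 in ZEB2 shRNA cells (adjusted p = 0.0449, from 0.0317 to 0.756 over its alternatives). At day 10 it was at -0.67 in NKX2-5 shRNA cells (35 of 98 higher). The human list was lower in NKX2-5 shRNA cells at both days (-0.20 and -0.19) and in ZNF503 shRNA cells at day 6 (-0.16), and the mouse list was lower in NKX2-5 shRNA cells at day 6 (-0.19). The remaining 7 comparisons were not called. They are both other lists in ZEB2 shRNA cells at day 6, all 3 lists in these cells at day 10, and the mouse list in ZNF503 shRNA cells at day 6 and NKX2-5 shRNA cells at day 10. Some members also lie in clusters I to VI, which the study drew from these samples. Without them 6 calls held, which argues against shared members as the cause for these: all 3 lists in WT cells at day 10, the overlap and human lists in WT cells at day 6, and the overlap list in NKX2-5 shRNA cells at day 6. Those in WT cells stay favoured by how the lists were made. The other 8 calls were lost without members of clusters I to VI. To test a loss of power with fewer members, as many members were left out at random in 200 draws. In 100% of draws the call held for the human and overlap lists in ZNF503 shRNA cells at day 6, the human list in NKX2-5 shRNA cells at day 6 and the overlap list in these cells at day 10, which argues against a loss of power for these 4. For the other 4 it held in 27% to 94% of draws, so a loss of power stays open as part of the cause: the mouse list in WT cells (94%) and NKX2-5 shRNA cells (79%) at day 6, the human list in NKX2-5 shRNA cells at day 10 (54%) and the overlap list in ZEB2 shRNA cells at day 6 (27%). The median of the remaining members was -0.030 for the mouse list in NKX2-5 shRNA cells at day 6, outside the range over draws (-0.28 to -0.099), and -0.1174 for the human list in these cells at day 10, narrowly outside it (-0.344 to -0.1235). Fewer members alone do not give these 2 medians. The median turned to 0.1691 for the overlap list in ZEB2 shRNA cells at day 6. Draws reached that value too (-0.2831 to 0.1691), so fewer members alone can give it. Whether shared members carry the 8 calls cannot be told apart from a shift of the lists themselves, since genes entered the clusters by their changes in these samples and leaving them out takes away strong changes of any list.

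Transcript forms of ZEB2 were compared, since 1 form that escapes the shRNA could keep the total up. The coding forms were at 66.9%, 58.3% and 49.99% of WT at days 2, 6 and 10 (NM_001171653) and at 66.4%, 58.5% and 49.5% (NM_014795). The non-coding form NR_033258 was at 159%, 130.0% and 112%. The lowest level of any form was 49.5%. The coding forms had near-equal levels at each day, so an escape of 1 of them cannot be told apart from an incomplete fall of both. NR_033258 was not lower than WT at any of these days, as a form that escapes would be, and its counts did not follow theirs. Its lowest WT counts were 62, 497 and 267 at days 2, 6 and 10, against 287, 2233 and 979 for NM_014795. How many of its reads also count in the coding rows was not tested. Whether NR_033258 holds up their counts therefore stays open. No biological explanation was tested for this.

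ZEB2 transcripts were also lower in the other lines: at 24.9% of WT in NKX2-5 shRNA cells at day 2 (log2 fold change -2.03), 21.5% at day 6 (-2.23), and in ZNF503 shRNA cells at 67.5% at day 2 (-0.64) and 12.4% at day 6 (-3.01). At day 10 they were at 93.9% of WT in NKX2-5 shRNA cells (-0.091, adjusted p = 0.848), 113% with all 4 WT replicates realigned and 138% with WT replicates 1 and 2 only. The 2 NKX2-5 shRNA libraries were at 64.25 and 144.3 CPM of ZEB2, on either side of the WT mean of 111.1 CPM. ZNF503 transcripts were at 8.26% of WT in NKX2-5 shRNA cells at day 6 (-3.55), against 138% in ZEB2 shRNA cells. At day 10 they were at 109% in NKX2-5 shRNA cells (54.8% with all 4 WT replicates realigned, 36.5% with replicates 1 and 2) and at 322% in ZEB2 shRNA cells (154% and 99.5%). The 2 NKX2-5 shRNA libraries were at 3.72 and 13.14 CPM of ZNF503, on either side of the WT mean of 7.76 CPM. NKX2-5 transcripts were at 22.2% of WT in ZEB2 shRNA cells at day 10, 42.2% with all 4 replicates realigned and 55.5% with replicates 1 and 2 only, and passed 5% FDR only in the first of these.

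The 2 libraries of NKX2-5 shRNA cells at day 10 correlated at r = 0.944 across genes, where the lowest value in the other groups was 0.979. TNNT2 was at 1.34 CPM in replicate 1 and 39.9 CPM in replicate 2, and ALB at 310.4 and 23.7 CPM. Of 74 cluster III genes 58 were higher in replicate 2. A share of WT-like cardiomyocytes in replicate 2 would add a like percent of the WT level for each of these genes. The excess had quartiles of 0.398% and 5.12%, a ratio of 12.9, which argues against that explanation as the whole cause. Cells at another stage of cardiac differentiation may be present and were not tested, and no biological explanation was tested between replicates of 1 condition.

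At day 10, ZEB2 shRNA cells were also compared with WT for the gene lists of NKX2-5 shRNA cells. All 8 hepatocyte genes had positive log2 fold changes, from 0.34 (ALB) to 2.44 (APOA1), with 0 called at 8-fold and 1% FDR by either adjustment, 4 past 5% FDR and 6 at an unadjusted p under 0.05. Without WT replicate 4 ALB was at -0.11. With replicates 1 and 2 realigned, ALB was at -1.09, AFP at -0.52, APOC2 at -0.81 and FABP1 at -1.27, so the direction for these 4 depends on the replicate pair. Of the endoderm genes 5 of 6 were higher and passed 5% FDR, up to 3.03 (SOX17; 1.42 and short of 5% FDR with replicates 1 and 2), while GATA6 was at -0.16 (0.011 without TMM factors). All 6 hemoglobin genes were lower, HBA1 by at least 36.9-fold and the others from -4.65 (HBA2) to -2.07 (HBE1), with 0 called over all genes tested, 4 when adjusted over the list alone, and 6 at an unadjusted p under 0.05. The size of the fall in replicates 3 and 4 depends on WT replicate 3: without it HBG1 was at -1.89 and HBG2 at -0.96. The limit for HBA1 also leans on it, since HBA1 was at 7.165 CPM in WT replicate 3 and 0.968 CPM in replicate 4. In replicates 1 and 2 realigned, where WT replicate 3 takes no part, HBG1 was at 3.01 and 19.6 CPM in WT against 0.159 and 0.331 CPM in ZEB2 shRNA cells, and HBG2 at 3.26 and 13.5 against 0.120 and 0.0827 CPM. The platelet genes PLEK (at least 10.9-fold lower) and PF4 (-3.91; -1.45 and short of 5% FDR with replicates 1 and 2) were called, TF was at -0.30 (0.95 without WT replicate 3) and MMRN1 at 1.17. PLEK was at 1.753 CPM in WT replicate 3 and 0.645 CPM in replicate 4, so its limit leans on replicate 3 as well. The cluster VI median against WT was 1.58, with 123 of 162 genes higher, 0.92 with all 4 replicates realigned and -0.09 with replicates 1 and 2.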
